# HDAC10 deletion promotes Foxp3^+^ T-regulatory cell function

**DOI:** 10.1038/s41598-019-57294-x

**Published:** 2020-01-16

**Authors:** Satinder Dahiya, Ulf H. Beier, Liqing Wang, Rongxiang Han, Jing Jiao, Tatiana Akimova, Alessia Angelin, Douglas C. Wallace, Wayne W. Hancock

**Keywords:** Mechanisms of disease, Adaptive immunity, Translational immunology

## Abstract

Foxp3^+^ T-regulatory (Treg) cells are capable of suppressing immune responses. Lysine acetylation is a key mechanism of post-translational control of various transcription factors, and when acetylated, Foxp3 is stabilized and transcriptionally active. Therefore, understanding the roles of various histone/protein deacetylases (HDAC) are key to promoting Treg-based immunotherapy. Several of the 11 classical HDAC enzymes are necessary for optimal Treg function while others are dispensable. We investigated the effect of HDAC10 in murine Tregs. HDAC10 deletion had no adverse effect on the health of mice, which retained normal CD4^+^ and CD8^+^ T cell function. However, HDAC10^−/−^ Treg exhibited increased suppressive function *in vitro* and *in vivo*. C57BL/6 Rag1^−/−^ mice adoptively transferred with HDAC10^−/−^ but not wild Treg, were protected from developing colitis. HDAC10^−/−^ but not wild-type mice receiving fully MHC-mismatched cardiac transplants became tolerant and showed long-term allograft survival (>100 d). We conclude that targeting of HDAC10 may be of therapeutic value for inflammatory disorders including colitis and also for transplantation.

## Introduction

Foxp3^+^ T-regulatory (Treg) cells are a subset of T cells essential for maintaining immune homeostasis and preventing autoimmunity^1^, but can also have adverse effects during chronic infections and by limiting anti-cancer immunity^2^. Augmenting Treg cell function is a promising therapeutic strategy to achieve therapeutic immunosuppression. Foxp3, the key transcription factor of Treg is regulated by various post-translational modifications, including lysine acetylation^3^. In the acetylated state, Foxp3 is stabilized, and, in addition, shows better DNA binding and higher efficiency when acting as a transcription factor^4^. For this reason, histone/protein deacetylase (HDAC) enzymes controlling Foxp3 lysine acetylation are of particular interest for therapeutic immunosuppression^5^. Several HDAC enzymes have been explored: loss of HDAC6, HDAC9 and Sirtuin-1 in each case augments Foxp3 acetylation and Treg function^6–10^, while deletion of HDAC3, HDAC5 or Sirtuin-3 was shown to impair Foxp3^+^ Treg function^11–13^. Among the different HDACs, the class IIb HDAC6, is the most promising candidate for immunosuppressive therapy^5,14^. Global knockout of HDAC6 does not cause overt illness, other than an increase in weight in male mice^15,16^, and specific inhibitors are available with good immunosuppressive properties *in vivo*^8,10^. As HDAC6 inhibitors are being evaluated in clinical trials, it is important to assess the immune phenotype of HDAC10 deletion, since some of the class IIb inhibitors, such as tubastatin A, target both HDAC6 and HDAC10^17^. Compared to other HDAC isoforms, relatively little is known about HDAC10. Since its discovery in 2002^18,19^, HDAC10 has been reported to be involved in DNA repair, autophagy, and cancer^17,20,21^. Like HDAC6, the other class IIb HDAC, HDAC10 has two deacetylase domains, although only one is considered functional^18^. Wang *et al*. have reported a pro-inflammatory phenotype of HDAC10-deficient antigen-presenting cells, with increased priming of T cells^22^. Here, we report a characterization of the HDAC10^−/−^ immune phenotype. We observed, similar to HDAC6-deficient mice, a pro-tolerant phenotype, with increased Foxp3^+^ Treg suppressive function, which translated to improved outcomes in autoimmune colitis and cardiac allograft models. These data provide a rationale for further development of class IIb HDAC isoform-selective targeting.

## Results

### HDAC10 deletion does not affect conventional T cell function

Mice lacking HDAC10 (Fig. 1A) were born at the expected Mendelian ratios and had no signs of disease or abnormal development up to one year of observation. HDAC10^−/−^ lymphatic tissues had similar CD4^+^ and CD8^+^, as well as CD44^hi^CD62L^lo^ effector/memory cells (Fig. 1B–F), as well as CD25^+^ and Foxp3^+^ T cell populations (Fig. 1G–I) compared to wild type (WT) mice. Other immune cell populations, such as B-cells (B220, CD19), natural killer cells (CD49b), and macrophages were comparable (data not shown). Next, we compared HDAC10^−/−^ and WT CD4^+^ T cell subset polarization. We observed very similar Th1 and Th17 formation (Fig. 2A,B). HDAC10^−/−^ CD4^+^CD25^−^ T cells showed a trend towards reduced Foxp3^+^ iTreg polarization upon CD3ε/CD28 mAb co-stimulation in the presence of TGF-β and IL-2 (Fig. 2C,D). To evaluate Tconv and CD8^+^ T cell function *in vivo*, we adoptively transferred CFSE-labeled WT and HDAC10^−/−^ splenocytes of C57BL/6 origin (H-2^b^) into C57BL/6-DBA2 (H-2^bd^) mice (Parent-to-F1 assay, Fig. 2E). After three days, we obtained splenocytes of the recipients and identified the adoptively transferred cells through the absence of the H-2^d^ alloantigen (Fig. 2F). We observed, that both WT and HDAC10-deficient CD4^+^ and CD8^+^ T cells proliferated equally well and produced IL-2 and IFN-γ *in vivo* (Fig. 2F–H). In summary, deletion of HDAC10 produced viable mice without apparent illness and with functional CD4^+^ and CD8^+^ T cells.

**Figure 1:**
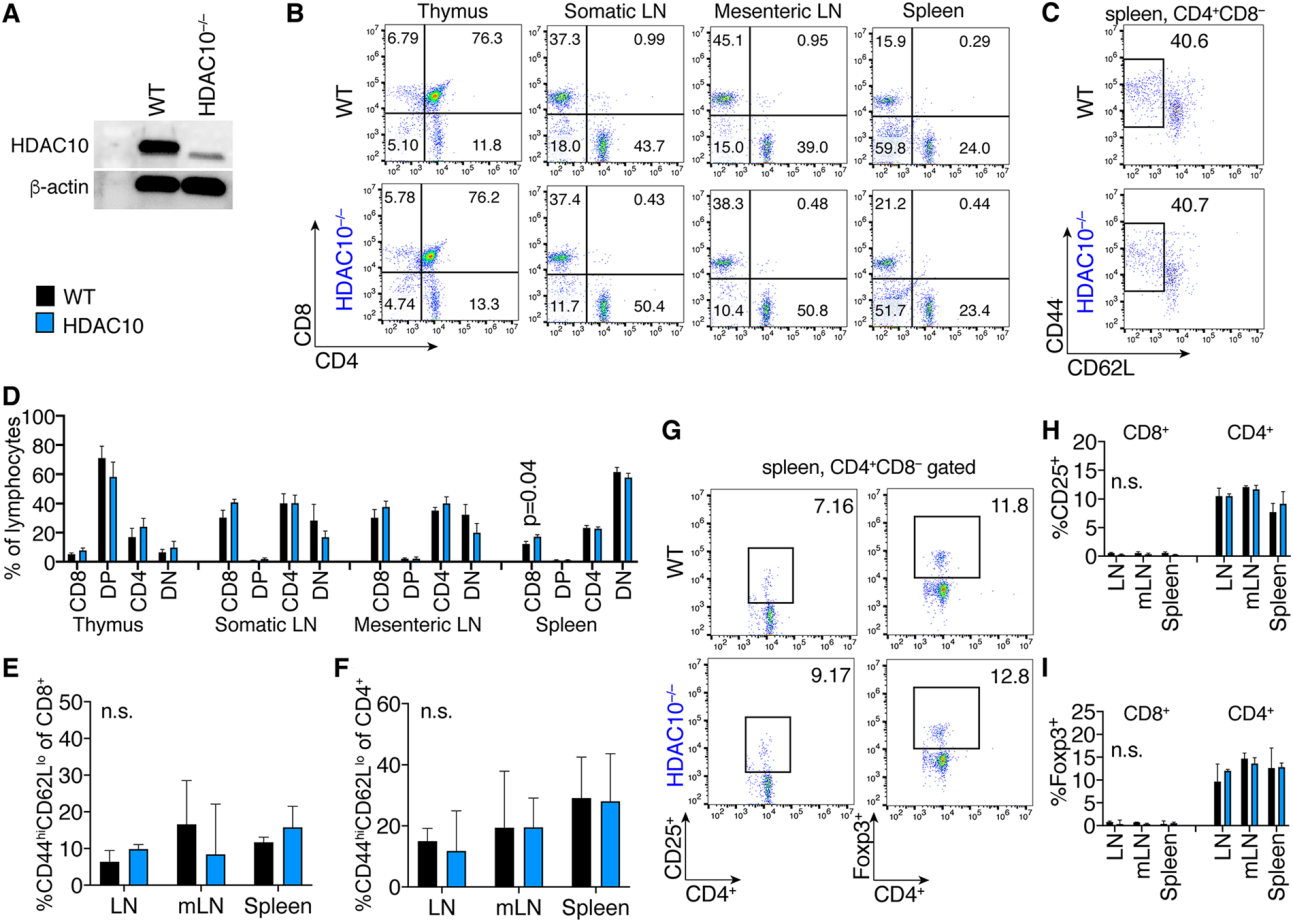
HDAC10 deletion does not substantially affect baseline lymphocyte populations. (**A**) Western blot of splenocytes from C57BL/6 wild type (WT) or HDAC10^−/−^. (**B**,**C**) Representative CD4^+^ and CD8^+^ (**B**), as well as CD4^+^CD44^hi^CD62L^lo^ (C) lymphocyte populations of WT and HDAC10^−/−^ mice. (**D**–**F**) Pooled data from 3–6 (**D**) and 3 (**E**,**F**) independent experiments. (**G**–**I**) Representative (**G**) and pooled data (**H,I**) from three independent experiments. (**H**) CD25^+^ and (**I**) Foxp3^+^ of CD4^+^CD8^−^ T cell populations. Statistical testing: (**D**) Paired Student t-test; (**E**,**F**,**H**,**I**): Wilcoxon matched-pairs signed ranked test. Abbreviations: mLN, mesenteric lymph nodes; n.s., not significant. (**D**) Data shown as mean ± SEM, (**E**,**F**,**H**,**I**) Data shown as median ± IQR.

**Figure 2:**
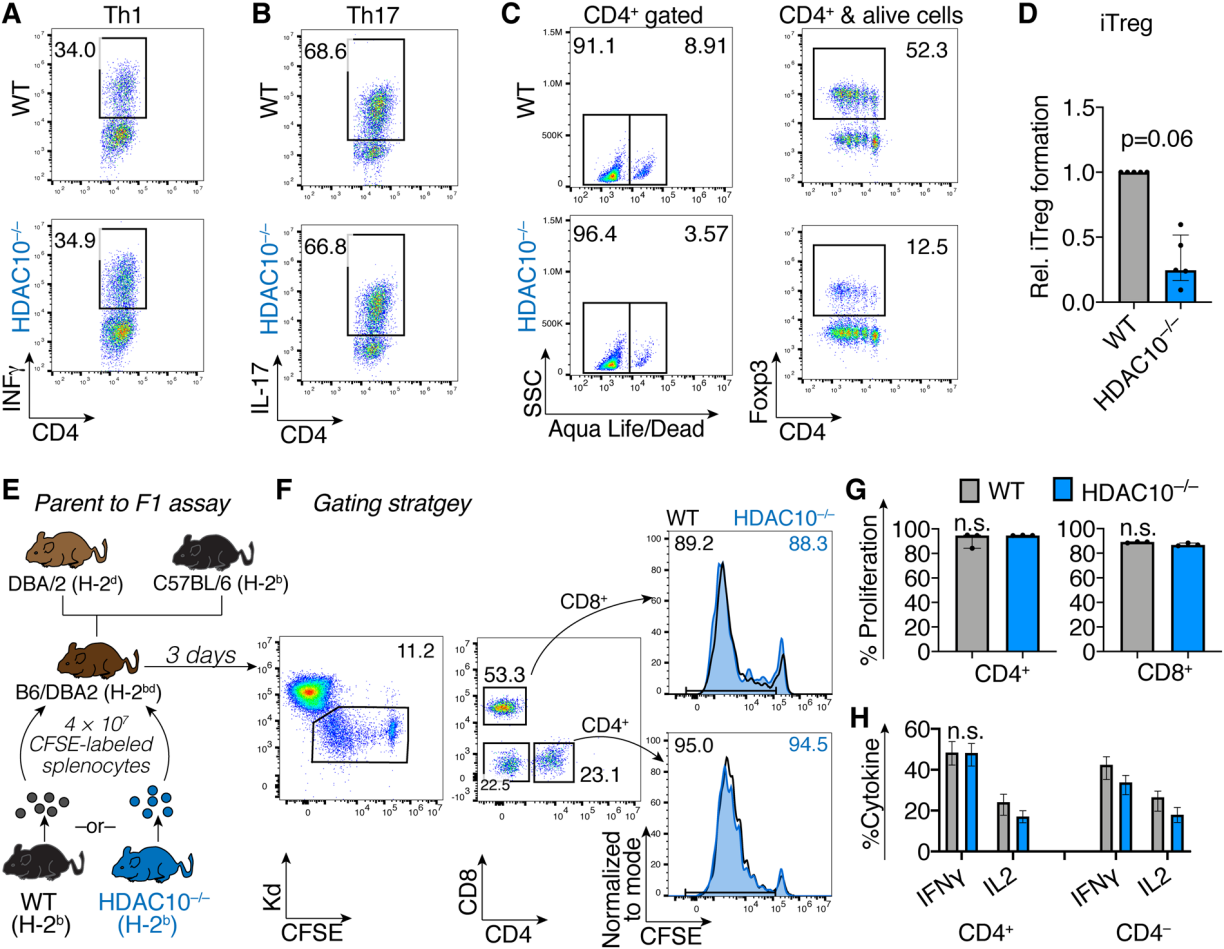
HDAC10 deletion does not impair conventional T cell function. (**A**–**C**) WT and HDAC10^−/−^ conventional T cells were co-stimulated and cultured under polarizing conditions to form Th1 (**A**), Th17 (**B**), and induced Treg (**C**,**D**). HDAC10^−/−^ Tconv showed a trend to form less Foxp3^+^ induced Treg, but significance was missed (Wilcoxon matched-pairs signed rank test). Data representative of two (**A**,**B**) and five (**C**,**D**) independent experiments. (**E**–**H**) Parent-to-F1 assay. (**E**) schematic: 4 × 10^7^ C57BL/6 (H-2^b^) WT or HDAC10^−/−^ splenocytes were CFSE-labeled, and adoptively transferred (i.v.) into C57BL/6-DBA/2 (H-2^bd^) recipients. After three days, the adoptively transferred cells were identified by their absence of H-2^d^ MHC. CD8^+^ and CD4^+^ T cells lacking HDAC10 proliferated equally well compared to WT *in vivo*. (**F**) Gating strategy. (**G**,**H**) Pooled data of CD4^+^ and CD8^+^ T cell proliferation (**G**) and cytokine production after PMA/ionomycin activation (**H**). Data pooled from three independent experiments (Mann-Whitney test). Abbreviations: n.s., not significant. Data shown as median ± IQR.

### HDAC10 deletion improves Treg function

In previous studies of the other HDAC class IIb isoform, HDAC6, we showed that HDAC6 deletion or its pharmacologic inhibition promoted Foxp3 acetylation and increased Treg suppressive function *in vitro* and *in vivo*^8,10^. These findings led us to question if HDAC10^−/−^ Treg might exhibit a similar phenotype? Indeed, compared to WT Tregs, HDAC10^−/−^ Treg showed stronger suppressive function against effector T cells proliferating *in vitro* (Fig. 3A,B), mirroring the phenotype of HDAC6-deficient Tregs. This observation led us to consider how targeting of HDAC10 might enhance the Treg suppression, including whether increased Foxp3 acetylation was involved, as with certain other HDAC phenotypes, including HDAC6, HDAC9, and Sirtuin-1^6,10^. Of note, in addition to the increased HDAC10^−/−^ Treg function, we also observed, that if the cells used to co-stimulate effector T cells in the Treg suppressive function assays (an irradiated mixed splenocyte fraction from which CD90.2^+^ T cell have been removed) originated from HDAC10^−/−^ rather than WT mice, that effector T cell proliferation was higher (Fig. 3C,D).

**Figure 3:**
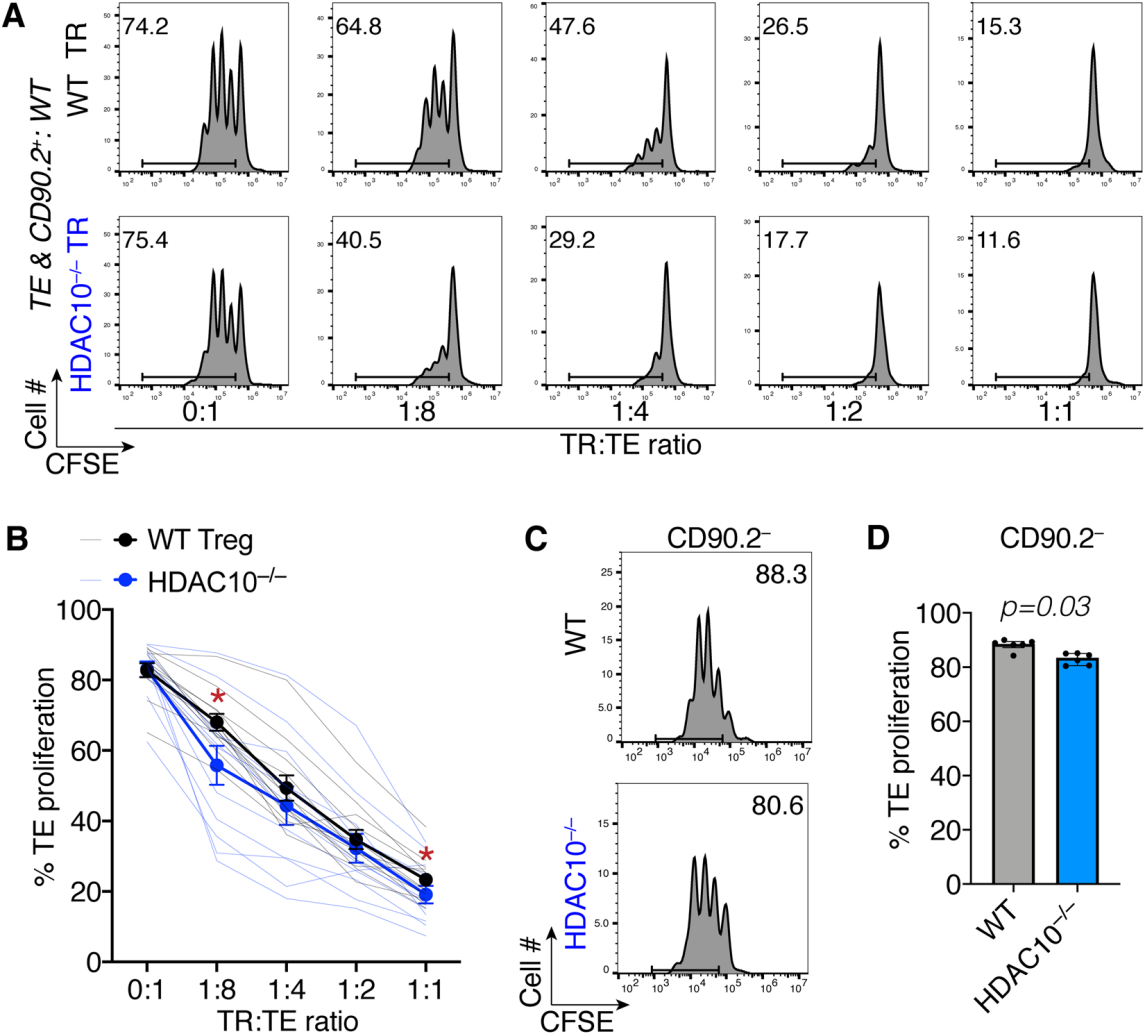
HDAC10^−/−^ Tregs have increased suppressive function. CD4+ CD25^−^ T cells were CFSE-labeled and co-stimulated with anti-CD3 mAb and WT irradiated CD90.2^−^ antigen presenting cells. Regulatory T cells (TR) were added to the stimulated T-effector (TE) cells at the indicated TR:TE ratio. After three days, proliferation of the co-stimulated T-effector cells was assessed via flow cytometry by measuring CFSE dye dilution. We combined TE, CD90.2^−^ and TR from WT or HDAC10^−/−^ mice. (**A**) Representative comparison of WT versus HDAC10^−/−^ TR suppressive fuction. (**B**) Quantitative TR suppressive function data pooled from 12 WT versus HDAC10^−/−^ TR pairings from 8 independent experiments experiments (paired Student t-test, * indicates p < 0.05). (**C**) Representative and (**B**) quantitative comparison of six WT versus HDAC10^−/−^ CD90.2^−^ pairings from two independent experiments (Wilcoxon matched-pairs signed rank test). (**B**) Data shown as mean ± SEM. (**D**) Data shown as median ± IQR.

### HDAC10 co-precipitates with Foxp3

To detect differences in gene expression between WT and HDAC10^−/−^ Treg, we isolated RNA from naïve CD4^+^CD25^+^ Tregs and conducted whole-mouse-genome oligoarrays studies (GeneChip™ Mouse Gene 2.0 ST, Thermo Fisher Scientific). 

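The arrays compared CD4+CD25+ Treg of 2 genotypes, isolated with magnetic beads from spleen and peripheral lymph nodes. There were 3 independent samples of HDAC10−/− Treg and 3 of WT Treg, with 1 array for each. This array measures each transcript with a group of short oligonucleotides, a probe set. Hdac10, the targeted gene, was read first as a check of the genotypes. Its log2 signal was 6.11, 6.22 and 6.22 in the HDAC10−/− arrays and 9.03, 9.30 and 8.95 in the WT arrays. This is a 7.52-fold lower level (log2 fold change −2.91, standard error 0.098, adjusted p = 1.4e-04 from limma). Every array thus had the Hdac10 level of its genotype. The authors normalized the arrays by robust multiarray average (RMA) in Transcriptome Analysis Console 4.0. They deposited log2 signals with 2 decimals for 34472 probe sets, without detection calls. The median signal of an array lay between 6.18 and 6.24. Across probe sets, Pearson correlations were 0.995 to 0.997 between HDAC10−/− arrays, 0.997 between WT arrays and 0.995 between the genotypes. HDAC10−/− replicate 1 stood apart, at 0.9952 and 0.9953 with HDAC10−/− replicates 2 and 3, which had 0.9968 with each other. The highest value between the genotypes was 0.9954. Of the probe sets, 23521 were paired with 1 gene symbol, 1814 with several and 9137 with none in the annotation used here. Only those with 1 symbol are named. From the deposited values, each probe set was tested with limma, two-sided with Benjamini-Hochberg adjustment. For probe sets the thresholds are those of the methods, a false discovery rate under 0.1 and a difference over 1.5-fold. Genes of a list are counted as higher or lower at the adjusted p alone, whatever the fold. With 3 arrays per genotype, the number of arrays limits the precision.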

The effect of HDAC10 deletion on Treg gene expression was limited. 

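Of 25 genes that define Treg, none passed an adjusted p under 0.1 in limma. Foxp3, the lineage transcription factor, had a log2 fold change of 0.033 (95% confidence interval −0.12 to 0.18, adjusted p = 0.855, n = 3 arrays per genotype, limma). The inhibitory receptor gene Ctla4 had −0.0033 (−0.13 to 0.13, adjusted p = 0.987). Tgfb1, which encodes TGF-β1, had −0.057 (−0.27 to 0.16, adjusted p = 0.825). Il10 had −0.29 (−0.52 to −0.056, adjusted p = 0.252). When adjusted over the list alone, 2 of the 25 genes were lower. The list as a whole was not lower by camera, limma's test of a gene list against all other genes (median log2 fold change −0.04, adjusted p = 0.0755; adjusted p = 0.210 with an estimated correlation). It was lower by fry, which tests the list by itself (adjusted p = 0.0312), and by camera after median centring (adjusted p = 0.0480). Of 26 measured effector Treg genes, 2 rose, Klrg1 (log2 fold change 0.37, standard error 0.069, adjusted p = 0.0679) and Gzmb. Only Gzmb also passed the 1.5-fold minimum. Klrg1 did not pass when any 1 array other than HDAC10−/− replicate 1 was left out (adjusted p up to 0.217). It did not pass with the methods' t-test (adjusted p = 0.165) or with a block for the replicate number (adjusted p = 0.202) either. None of 13 naive T cell genes, 17 glycolysis genes, 28 genes of oxidative phosphorylation, 24 of autophagy and lysosome or 12 of DNA mismatch repair passed the test. Nor did any of the other 17 histone deacetylases and sirtuins. Adjusted over the list alone, the effector Treg list had 2 higher and 1 lower genes, the naive T cell list 1 higher, and the autophagy and lysosome list 2 lower. The list of all 18 histone deacetylases and sirtuins had 1 higher and 2 lower, Hdac10 included.
Markers of several other cell types, though not of all those tested, were higher in HDAC10−/− Treg. Of 32 macrophage and monocyte markers, 16 rose and none fell in limma. Among them were Csf1r, the receptor gene for macrophage colony-stimulating factor (log2 fold change 1.02, standard error 0.084, adjusted p = 0.00586) and the mannose receptor gene Mrc1 (0.79, standard error 0.095, adjusted p = 0.0205). Of 23 neutrophil markers 9 rose, including the lactoferrin gene Ltf (0.95, standard error 0.061, adjusted p = 0.00214). Signals were dim: 7 of the 23 lay above the median of all probe sets. Ltf was at 6.55 in HDAC10−/− and 5.60 in WT Treg. Of 14 dendritic cell markers 5 rose, including Flt3 (0.71, standard error 0.066, adjusted p = 0.00909). Of 14 B cell markers 6 rose, including Ms4a1, which encodes CD20 (0.85, standard error 0.12, adjusted p = 0.0318). Ighm, the brightest of the 14, did not rise (−0.13, standard error 0.062, adjusted p = 0.393 in limma). With the 1.5-fold minimum, the macrophage, neutrophil, dendritic cell and B cell lists had 10, 8, 3 and 4 higher genes. Adjusted over the list alone, these 4 lists had 24, 15, 9 and 12 higher and 0, 0, 1 and 1 lower genes. Of 28 cell cycle genes, Mki67 (0.45, standard error 0.057, adjusted p = 0.0230) and Top2a (0.40, standard error 0.058, adjusted p = 0.0356) rose in limma. Of the 28, 19 were higher when adjusted over the list alone. Camera with its preset correlation called 9 of 26 lists higher, these 5 among them, and 5 lower (3 without HDAC10−/− replicate 1 and 8 without HDAC10−/− replicate 3). With an estimated correlation no list was called. The macrophage, neutrophil and dendritic cell lists each had an adjusted p = 0.131 with an estimated correlation, the B cell list 0.134 and the cell cycle list 0.136. The alternatives scored for single genes leave out changed thresholds and the test against 1.5-fold. Over those scored, the adjusted p of Csf1r, Ltf and Flt3 stayed at or under 0.0876. That of Mrc1 reached 0.145, of Ms4a1 0.170, of Mki67 0.104 and of Top2a 0.142. Leaving out 1 array raised the adjusted p over 0.1 for Ms4a1 (HDAC10−/− replicate 2, WT replicate 1 or WT replicate 3), Mki67 (WT replicate 1) and Top2a (HDAC10−/− replicate 3 or any WT replicate). Mki67 (1.37-fold) and Top2a (1.32-fold) were under the 1.5-fold minimum in any case.

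**Figure D1:**
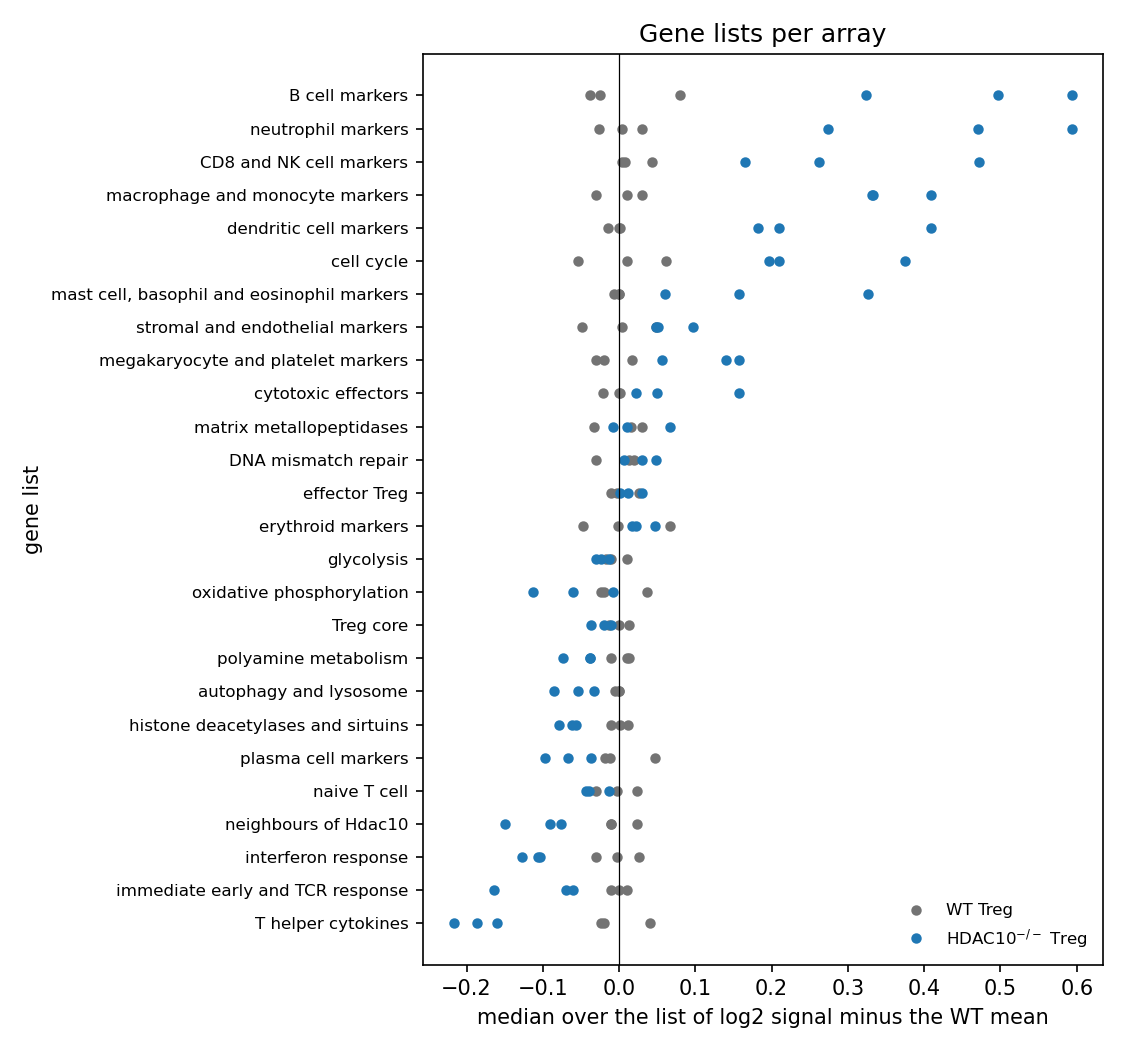
Each row is 1 of 26 gene lists and each point 1 array. The x axis gives the median over the list's genes of the log2 signal minus the WT mean of the gene. For the B cell markers the HDAC10−/− arrays lie between 0.32 and 0.59 and the WT arrays between −0.038 and 0.08. HDAC10−/− replicate 1 lies highest of the 6 arrays for the macrophage, neutrophil, dendritic cell, B cell and CD8 and NK cell lists. For the Treg core list all 6 arrays lie between −0.037 and 0.013.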

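At an adjusted p under 0.1 and a difference over 1.5-fold, 146 of the 34472 probe sets (0.424%) were higher and 90 (0.261%) were lower in HDAC10−/− Treg, 0.685% in all. The largest rises with a gene symbol, after the uncharacterised D730005E14Rik (log2 fold change 2.70, standard error 0.076, adjusted p = 7.4e-05), were those of the neutrophil granule gene Ngp (2.18, standard error 0.27, adjusted p = 0.0209) and Apobec3, a cytidine deaminase that restricts retroviruses (1.91, standard error 0.077, adjusted p = 3.5e-04). Adgre4, an adhesion receptor of myeloid cells, the iron exporter gene Slc40a1, the interferon-inducible Ifi205, the chromatin gene Cecr2 and the B cell transcription factor gene Ebf1 rose by log2 fold changes of 1.18 to 1.54 (adjusted p = 0.0365, 0.0382, 0.0123, 0.00648 and 0.0201). The largest fall after Hdac10 was that of Ifi208, a gene of the same interferon-inducible family as Ifi205 (−2.27, standard error 0.16, adjusted p = 0.00268). In addition, 4 immunoglobulin variable genes, Ighv1-54, Igkv9-124 and Igh-VS107 among them, fell by 1.05 to 1.76 on the log2 scale. Mid1, a ubiquitin ligase gene (−1.18, standard error 0.067, adjusted p = 0.00107), and the ribosomal protein gene Rpl3 (−1.13, standard error 0.057, adjusted p = 6.7e-04) fell. However, the other 2 Rpl3 probe sets had −0.20 (adjusted p = 0.774) and 0.073 (adjusted p = 0.772) and another probe set of Igh-VS107 rose by 0.66. Probe sets of related genes such as Ifi205 and Ifi208 or the immunoglobulin variable genes were not analysed here for shared sequence or strain variants, so opposite changes within a family are signals of probe sets. All adjusted p-values are from limma. The call of Adgre4 ended with a replicate block (adjusted p = 0.108) and without HDAC10−/− replicate 2, WT replicate 1 or WT replicate 3 (up to 0.136). That of Slc40a1 ended with the block (adjusted p = 0.145) and without HDAC10−/− replicate 2 or 3 or WT replicate 1 or 3 (up to 0.141), and that of Ighv1-54 without HDAC10−/− replicate 2 or WT replicate 1 (up to 0.109). Igkv9-124 lost its call with the block (adjusted p = 0.104). A plain Student t-test on the same values called 20 probe sets higher and 26 lower after Benjamini-Hochberg adjustment. All 46 were among the 236 called by limma. The paper gives 212 and 117 for a Student t-test at these thresholds, which the plain test here did not reproduce. Among the genes named here, the plain test ended the calls of Ngp, Adgre4, Slc40a1, Ifi205, Cecr2, Ebf1 and the 4 immunoglobulin genes (adjusted p from 0.108 to 0.187). Leaving out 1 array moved the number of higher probe sets to between 68 (without WT replicate 1) and 177 (without HDAC10−/− replicate 1). It was 81, 82 and 92 without HDAC10−/− replicate 2, HDAC10−/− replicate 3 and WT replicate 3. The number of lower ones moved to between 58 (without HDAC10−/− replicate 2) and 106.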

Under non-stringent statistical criteria (Student t-test FDR <0.1, 1.5-fold differential expression), <1% of genes were differentially expressed (Fig. 4A, Supplementary Excel File). We noted that *Granzyme-b* mRNA was increased in HDAC10^−/−^ Treg (Fig. 4B), which was confirmed by qPCR (Fig. 4C). 

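Gzmb, which encodes the serine protease granzyme B of cytotoxic granules, had a log2 signal of 9.66 ± 0.13 (SD, n = 3) in HDAC10−/− Treg and 8.90 ± 0.065 (SD, n = 3) in WT Treg. This is a 1.69-fold rise (95% confidence interval 1.48 to 1.94; log2 fold change 0.76, standard error 0.082, adjusted p = 0.0132 from limma). Each HDAC10−/− array, from 9.57 to 9.81, lay above each WT array, from 8.83 to 8.96. Of 20 genes of cytotoxic effectors, 6 rose, 1 fell and 13 did not pass limma's test. With the 1.5-fold minimum, 3 were higher and none lower. Adjusted over the list alone, 7 were higher and 3 lower. Besides Gzmb, Gzma, which encodes granzyme A, rose 2.24-fold (log2 fold change 1.17, standard error 0.17, adjusted p = 0.0382). The killer cell lectin-like receptor genes Klrc1 (0.54, standard error 0.054, adjusted p = 0.0123) and Klrd1 (0.63, standard error 0.070, adjusted p = 0.0152) also rose. The cystatin gene Cst7 fell (−0.30, standard error 0.054, adjusted p = 0.0645). The list had an adjusted p = 0.0146 by camera and an adjusted p = 0.136 with an estimated correlation. Of 8 markers of CD8 T cells and natural killer cells, 3 rose in limma, Cd8a by 0.97 (standard error 0.15, adjusted p = 0.0449), Tyrobp and Ncr1. Only Cd8a also passed the 1.5-fold minimum. Cd8b1, which encodes the partner chain of CD8α, did not pass (−0.05, standard error 0.097, adjusted p = 0.858), nor did Klrb1c (−0.23) and Xcl1 (−0.22). Klre1 (0.42, adjusted p = 0.159) and Klra9 (0.51, adjusted p = 0.472) did not pass either. Adjusted over the list alone, 4 of the 8 were higher (adjusted p = 0.00975 by camera for the list, adjusted p = 0.136 with an estimated correlation). After Benjamini-Hochberg adjustment of the methods' t-test over all probe sets, Gzmb did not pass (adjusted p = 0.122), nor did Gzma, Klrd1, Cd8a, Tyrobp and Ncr1 (adjusted p = 0.185, 0.108, 0.195, 0.177 and 0.114). Gzma also lost its call without HDAC10−/− replicate 2, WT replicate 1 or WT replicate 3 (up to 0.139), and Cd8a without any HDAC10−/− replicate or WT replicate 3 (up to 0.144). Tyrobp did not pass without HDAC10−/− replicate 2 or 3 or WT replicate 1 or 3 (up to 0.157), and Ncr1 when any 1 array other than HDAC10−/− replicate 1 was left out (up to 0.241). With a replicate block, which leaves fewer degrees of freedom, Cd8a, Tyrobp and Ncr1 did not pass (adjusted p = 0.137, 0.168 and 0.193). Without the genes of Fig. 4B the cytotoxic list was not called by camera (adjusted p = 0.0663). Of the genes shown in Fig. 4B, the paper takes up this rise of Gzmb for a test by qPCR. It states that the effect of the deletion on gene expression was limited.

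**Figure D2:**
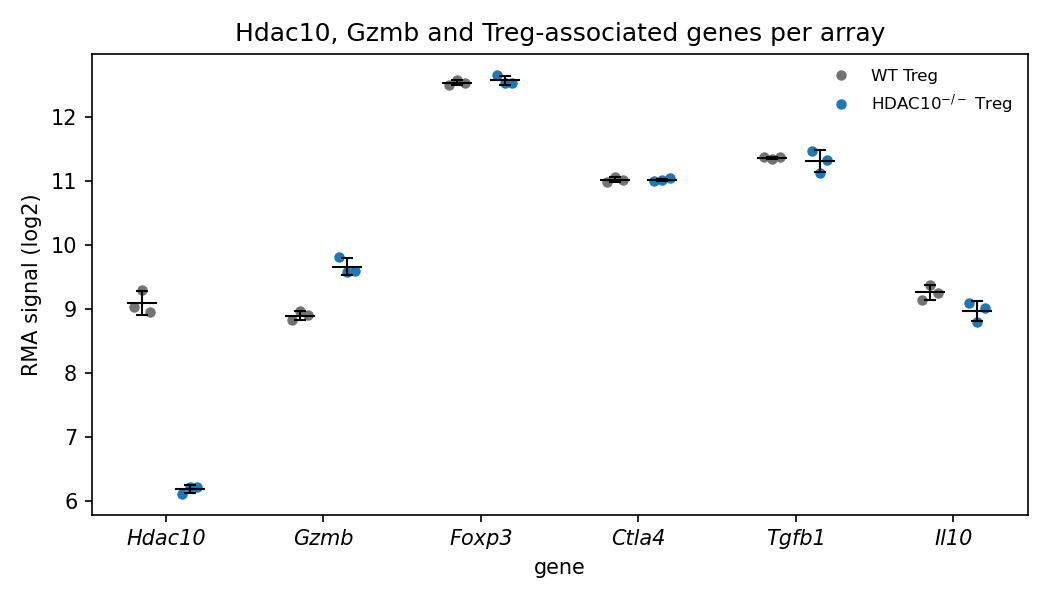
The y axis gives the log2 RMA signal of 6 genes. Each point is 1 array, and horizontal marks with bars show the mean and SD of 3 arrays. The HDAC10−/− arrays lie below the WT arrays for Hdac10 and above them for Gzmb. For Foxp3, Ctla4 and Tgfb1 the groups overlap, and for Il10 the HDAC10−/− arrays lie below the WT arrays.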

Foxp3 mRNA showed a trend to higher expression but missed statistical significance, as did other Treg-associated genes such as *Ctla4*, *Tgfb1* and *Il10*. (Fig. 4C). Next, we examined if HDAC10 and Foxp3 interacted. We transfected 293 T cells with Foxp3 and HDAC10, and observed binding, regardless of whether the complex was immunoprecipitated by HDAC10 and blotted by Foxp3, or vice versa (Fig. 4D,E). The immunoprecipitation between Foxp3 and HDAC10 led us to hypothesize that HDAC10 may deacetylate Foxp3. We observed that Foxp3-K31 acetylation, mediated by co-transfection of 293 T cells with Foxp3 and the histone/protein acetyl transferase p300^23^, was decreased with HDAC10 co-transfection (Fig. 4F). However, we could not discern if this was the result of HDAC10 deacetylating Foxp3 or destabilizing p300 expression. 293 T cell overexpression systems are helpful for examining biochemical interactions but have limitations. Increased Foxp3 acetylation has been observed to lead to better Foxp3 preservation (higher total Foxp3) and DNA binding by us and other groups^3,4,24^. To evaluate if loss of HDAC10 leads to more Foxp3, we conducted Western blotting. We did not observe a significant change in total Foxp3 protein expression (Fig. 4G,H). Taken together, Foxp3 and HDAC10 expressed in 293 T cells were found to co-precipitate, but we could not confirm an increase in Foxp3 protein acetylation, and it remains unclear if this step is mechanistically important to the increased HDAC10^−/−^ suppressive function.

**Figure 4:**
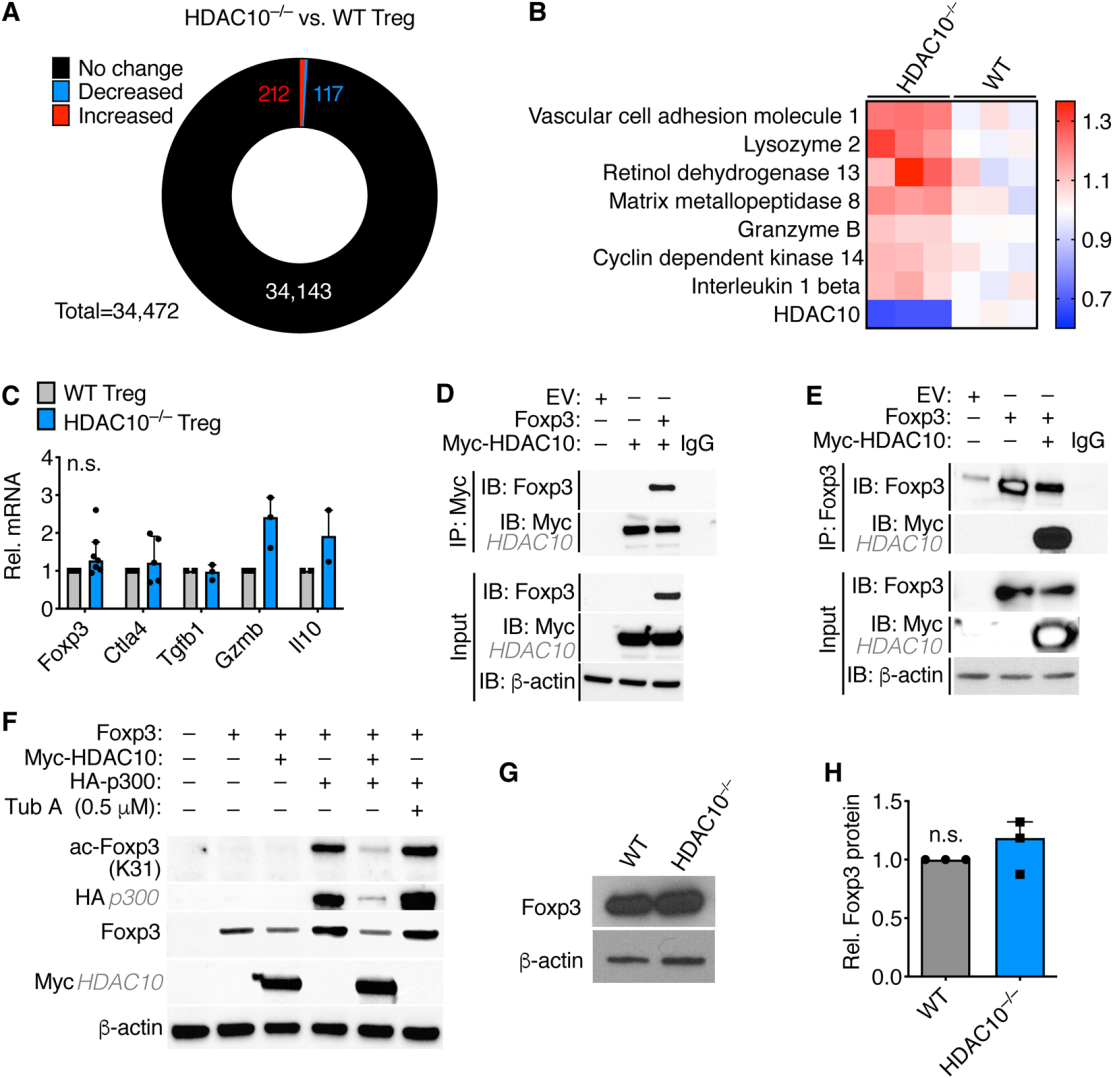
HDAC10 co-precipitates with Foxp3. (**A**, **B**) Whole-mouse-genome oligoarrays (GeneChip™ Mouse Gene 2.0 ST) of WT and HDAC10^−/−^ Treg. (**A**) Overview of differential gene expression, with 212 (0.62%) increased and 117 (0.34%) decreased genes in HDAC10^−/−^ compared to WT Treg, respectively (Student t-test, FDR < 0.1, 1.5-fold differences). (**B**) Selected differentially expressed genes of potential interest, with red indicating increased, and blue decreased gene expression in HDAC10^−/−^ Treg relative WT Treg control. Data normalized to the average of WT Treg per row. (**C**) Quantitative PCR of WT and HDAC10^−/−^ Treg confirms the granzyme B increase noted in the microarray studies (n = 2–6/group, Wilcoxon matched-pairs signed rank test). (**D**–**F**) Evaluation of Foxp3 and HDAC10 interaction through overexpression. 293 T cells were transfected with empty vector, Foxp3, myc-tagged HDAC10, and/or HA-tagged p300, and proteins were extracted, immunoprecipitated (IP) and immunoblotted (IB) as indicated. HDAC10 and Foxp3 are shown to bind via HDAC10 (**D**) and Foxp3 (**E**) pulldown. (**F**) Overexpression of HDAC10 diminishes Foxp3 K31 acetylation and p300 expression. Tubastatin A (Tub A) is a class IIb HDAC inhibitor targeting both HDAC6 and HDAC10^29^. (**G**,**H**) Immunoblot showing Foxp3 protein expression in HDAC10^−/−^ and WT Treg. (**G**) representative and (**H**) quantitative data pooled from three independent experiments (Student t-test). (**C**,**H**) Data shown as median ± IQR.

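Of the 8 genes shown in Fig. 4B, 5 passed both thresholds in limma. Besides Hdac10 and Gzmb these were Lyz2, Vcam1 and Mmp8. Lyz2, which encodes lysozyme, had a 3.01-fold higher signal in HDAC10−/− Treg (log2 signal 8.26 ± 0.46 against 6.67 ± 0.16, SD, n = 3 per genotype, adjusted p = 0.0286 from limma). Vcam1, the vascular cell adhesion molecule gene, was 2.80-fold higher (7.97 ± 0.050 against 6.48 ± 0.33, SD, n = 3, adjusted p = 0.0123 from limma). The neutrophil collagenase gene Mmp8 was 1.98-fold higher (6.33 ± 0.086 against 5.35 ± 0.36, SD, n = 3, adjusted p = 0.0531 from limma). The other 3 did not pass. Il1b, which encodes interleukin 1β, had a log2 fold change of 0.56 (standard error 0.15, adjusted p = 0.158). The cyclin-dependent kinase gene Cdk14 had 0.52 (standard error 0.13, adjusted p = 0.134). Rdh13, a retinol dehydrogenase gene, has 2 probe sets. The brighter had −0.18 (standard error 0.067, adjusted p = 0.293) and the dimmer had 0.94 (standard error 0.26, adjusted p = 0.171). Vcam1 and Lyz2 are also in the macrophage and monocyte list, whose 32 genes had a median log2 fold change of 0.35. Mmp8 and Il1b are in the neutrophil list, whose 23 genes had a median of 0.46. The study chose these genes on the same arrays. The calls of Lyz2, Vcam1 and Mmp8 ended under the methods' t-test with Benjamini-Hochberg adjustment (adjusted p = 0.175, 0.138 and 0.209). Lyz2 also lost its call without HDAC10−/− replicate 2, WT replicate 1 or WT replicate 2 (adjusted p = 0.104, 0.113 and 0.106), and Mmp8 with a replicate block (adjusted p = 0.124) and when any 1 array other than WT replicate 3 was left out (adjusted p = 0.101 to 0.165).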

### HDAC10 deletion has no effects on Treg metabolism

HDAC10 has been reported to be highly expressed in lung cancer tissues where it is associated with a poor prognosis^25^. HDAC10 also promoted AKT phosphorylation in lung cancer cell lines^21^, which could affect metabolism by switching to a glycolytic phenotype^26^, and potentially have detrimental effects on Treg function^27^. We evaluated HDAC10^−/−^ Tconv and Treg bioenergetic function with and without CD3/CD28 co-stimulation. We did not find a difference in basal glycolytic activity (Fig. 5A) or in Tconv oxygen consumption (Fig. 5B,C). We noticed a trend in HDAC10^−/−^ towards an increased uncoupled oxygen consumption rate (Fig. 5D,E), not unlike that seen in HDAC6 deficient Tregs^28^. Overall, the differences are small and unlikely to be a major contributor to HDAC10^−/−^ Treg function.

**Figure 5:**
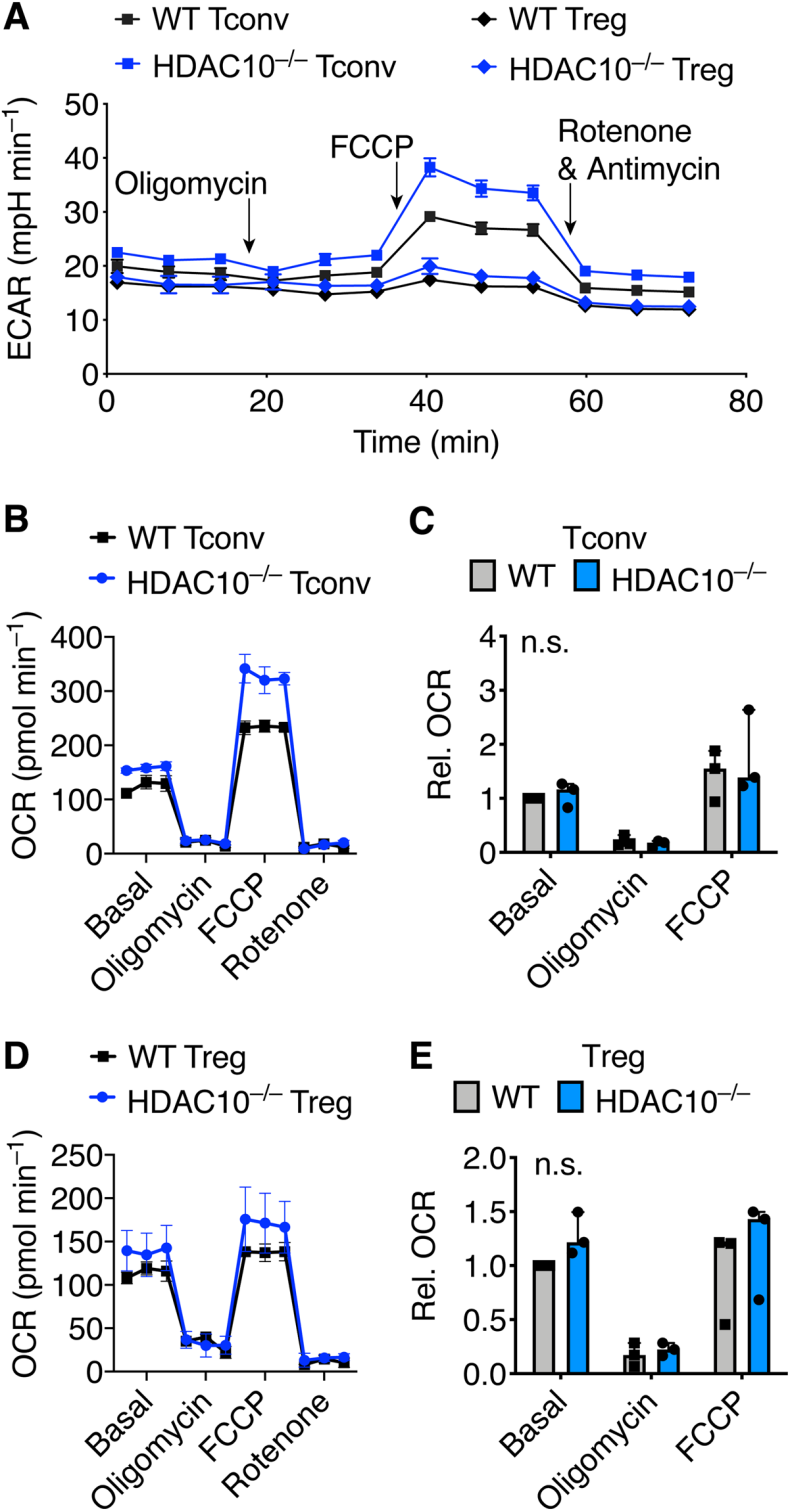
Bioenergetic profile of HDAC10 deficient conventional and regulatory T cells. Bioenergetic measurements evaluating HDAC10^−/−^ and wild type (WT) Tconv and Treg, assessing extracellular acidification (ECAR, **A**), as well as oxygen consumption (OCR, **B**–**E**) using Seahorse. (**A**) Tconv and Treg were CD3ε/CD28 mAb co-stimulated for 16 hours. Treg exhibited, as expected, lower ECAR than Tconv, but no difference between HDAC10^−/−^ and WT was noted. (**B**–**E**) Tconv (**B**,**C**) and Treg (**D**,**E**) co-stimulated for 2 hours. (**A**,**B,D**) Representative and (**C**,**E**) pooled data from three independent experiments normalized to WT basal respiration (Wilcoxon matched-pairs signed rank test). Abbreviation: n.s., not significant. (**A,B,D**) Data shown as mean ± SEM. (**C,E**) Data shown as median ± IQR.

### Tregs lacking HDAC10 alleviates autoimmune colitis

We questioned if the increased HDAC10^−/−^ Treg suppressive function observed in our *in vitro* studies translated into *in vivo* models of autoimmune disease and transplantation. We evaluated two autoimmune colitis models, rescue and prevention. In the colitis rescue model, B6/Rag1^−/−^ mice were adoptively transferred i.p. with 10^6^ WT Tconv, and then observed for weight loss and clinically signs of colitis. By day 33, the mice had developed colitis and weight loss, and were randomly assigned to receive 5 × 10^5^ Treg i.p. from either WT or HDAC10^−/−^ donor mice for colitis rescue. B6/Rag1^−/−^ mice receiving HDAC10^−/−^ Treg showed a trend to improved weight outcomes (Fig. 6A), reduced splenocyte counts and preservation of colon length (Fig. 6B,C), however, the differences were not statistically significant. In the colitis prevention model, B6/Rag1^−/−^ mice were adoptively transferred i.p. with 1 × 10^6^ WT CD4^+^CD25^−^ Tconv together with 5 × 10^5^ CD4^+^CD25^+^ Treg from either WT or HDAC10^−/−^ donors simultaneously. Here, the differences were stronger. B6/Rag1^−/−^ mice receiving HDAC10^−/−^ Treg showed less weight loss (Fig. 6D), smaller spleens and less splenocytes (Fig. 6E,F), as well as less colon shortening and thickening (Fig. 5G,H). This was matched by less inflammation upon histologic examination, whereby colon samples from B6/Rag1^−/−^ mice receiving WT, but not HDAC10^−/−^ Treg showed more prominent colitis including transmural inflammation, ulceration, reactive epithelial changes and crypt abscesses (Fig. 7A,B). These observations were quantified by blinded analysis (Fig. 7C–H). In conclusion, our data show that HDAC10^−/−^ Treg can alleviate autoimmune colitis.

**Figure 6:**
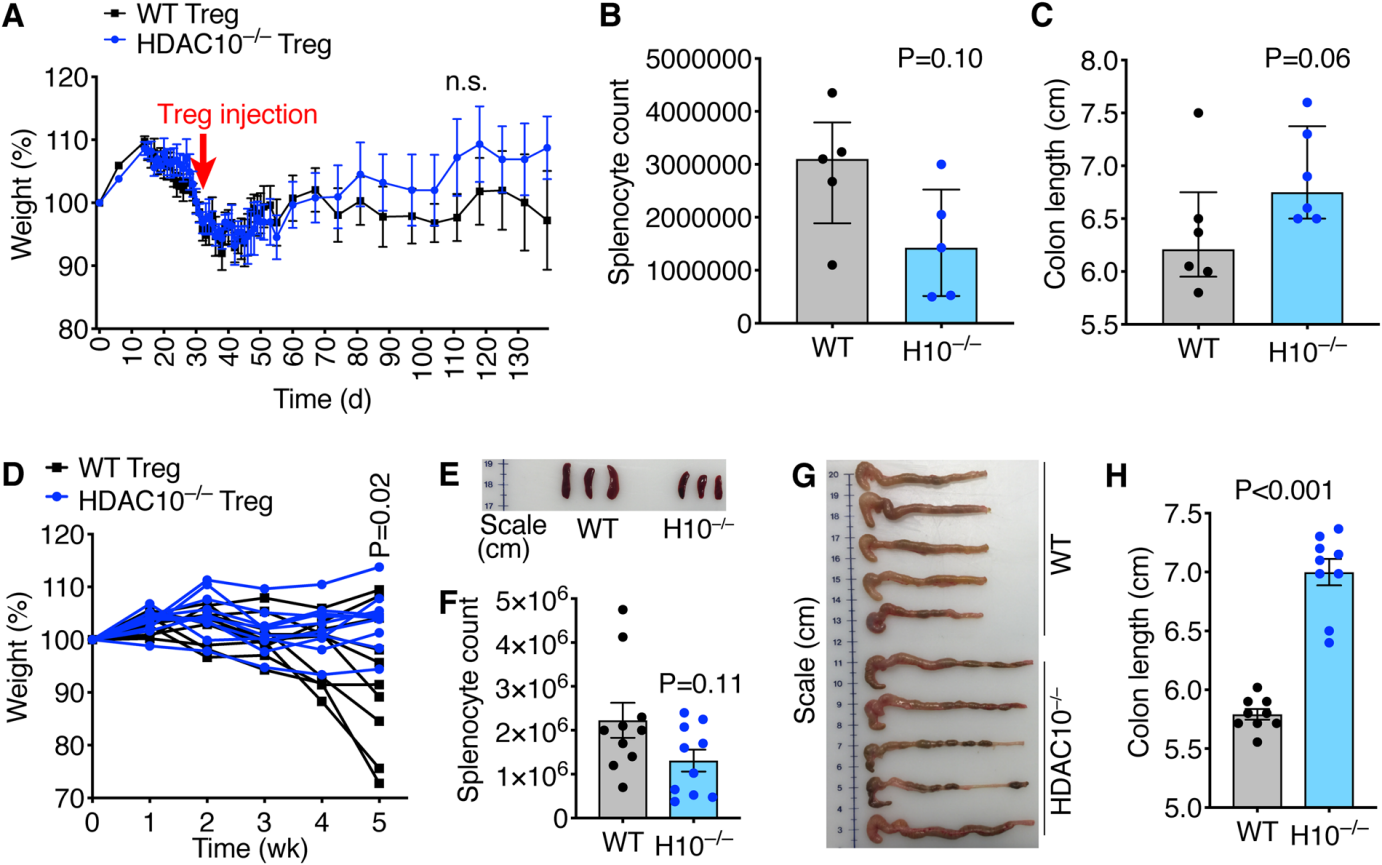
HDAC10^−/−^ Treg cells improve autoimmune colitis outcomes. (**A**–**C**) Autoimmune colitis rescue model: B6/Rag1^−/−^ mice were adoptively transferred with 1 × 10^6^ wild type (WT) CD4^+^CD25^−^ Tconv i.p. (day 0), and were closely monitored for weight loss. On day 33 after adoptive transfer of the Tconv, the mice received 5 × 10^5^ CD4^+^CD25^+^ Treg from either WT or HDAC10^−/−^ (H10^−/−^) mice i.p. (**A**) Weight tracking of B6/Rag1^−/−^ mice receiving Treg from either WT or HDAC10^−/−^ donors. (**B**,**C**) At the end of the experiment (day 139), HDAC10^−/−^ Treg recipients showed a trend to less splenocyte counts (**B**) and longer colon length (**C**), however, significance was missed (Mann Whitney test, 5–6 mice per group). (**D**–**H**) Autoimmune colitis prevention model: B6/Rag1^−/−^ mice were adoptively transferred i.p. with 1 × 10^6^ wild type (WT) CD4^+^CD25^−^ Tconv together with 5 × 10^5^ CD4^+^CD25^+^ Treg from either WT or HDAC10^−/−^ donors. (**D**) B6/Rag1^−/−^ mice receiving HDAC10^−/−^ Treg developed less weight loss (unpaired Student t-test, 10/group). (**E**,**F**) HDAC10^−/−^ Treg recipients exhibited less smaller spleens. (**E**) Shows representative photograph, (**F**) splenocyte counts (unpaired Student t-test). (**G**,**H**) HDAC10^−/−^ Treg recipients were found to have longer colons. (**G)** Representative photograph, (**H**) colon measurements (unpaired Student t-test). Data shown as mean ± SEM (**A**,**F**,**H**), median ± IQR (**B**,**C**), and individual replicates (**D**).

**Figure 7:**
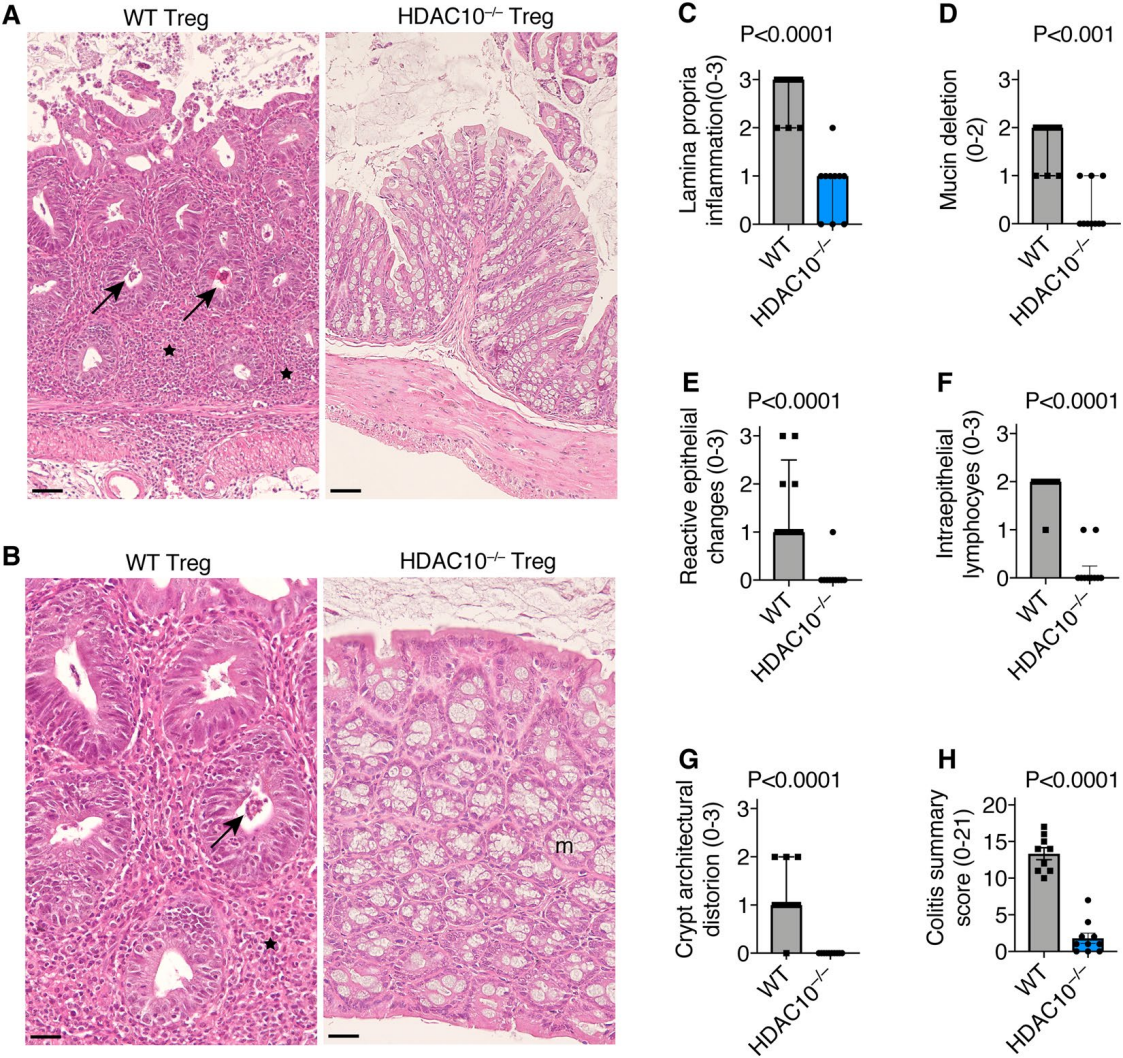
HDAC10^−/−^ Treg cells limit autoimmune colitis. Histologic analysis of B6/Rag1^−/−^ effector and regulatory T cells from the prevention colitis model (Fig. 6D). (**A**,**B**) Representative histology (H&E) with low (scale bar: 125 μm) and high magnifications (scale bar: 250 μm). (**A**) Mice receiving WT Tconv and WT Tregs developed severe colitis, with transmural inflammation, ulceration, depletion of goblet cells, disruption of crypt architecture and reactive epithelial changes, whereas mice receiving WT Tconv and HDAC10^−/−^ Tregs typically lacked these events and appeared largely normal. (B) Higher magnifications showing crypt abscesses (arrow), dense leucocytic infiltration (★), loss of mucinous glands and loss of crypt architecture in mice receiving WT Tregs compared to normal histology in those receiving HDAC10^−/−^ Treg cells, where normal mucinous glands are indicated by (m). (**C**–**H**) Pooled data from blinded histological analysis. (**C**–**G**) Data shown as median ± interquartile range, p-values represent Mann-Whitney test. (**H**) Data shown as mean ± SEM, p-value represents Student t-test.

### HDAC10^−/−^ mice show prolonged MHC-mismatched cardiac allograft survival

Mice lacking HDAC6, and mice treated with an HDAC6 inhibitor, show prolonged renal allograft survival^8^. We questioned if loss of HDAC10 would produce a similar phenotype? We transplanted MHC-mismatched BALB/c cardiac allografts into WT and HDAC10^−/−^ recipient mice (H-2^d^ to H-2^b^), and monitored allograft survival daily by palpation of ventricular contractions. In the absence of further treatment, both WT and HDAC10^−/−^ recipients rejected their cardiac allografts rapidly (Fig. 8A). However, addition of subtherapeutic injections of rapamycin (0.1 mg kg^−1^ d^−1^ i.p. for 14 days post-transplant) elicited a strong difference between WT and HDAC10^−/−^ recipients, where the latter did not reject their cardiac allografts for >100 days post-transplant (Fig. 8A). The cardiac allografts recovered from HDAC10^−/−^ did not only maintain their function >100 days (p < 0.01), but, unlike WT mice at 2 weeks post-transplant, also showed no signs of rejection and maintained normal cardiac histologic architecture (Fig. 8B). In conclusion, in contrast to WT recipients, HDAC10^−/−^ mice receiving a brief course of low-dose rapamycin maintained their fully MHC-mismatched cardiac allografts indefinitely.

**Figure 8:**
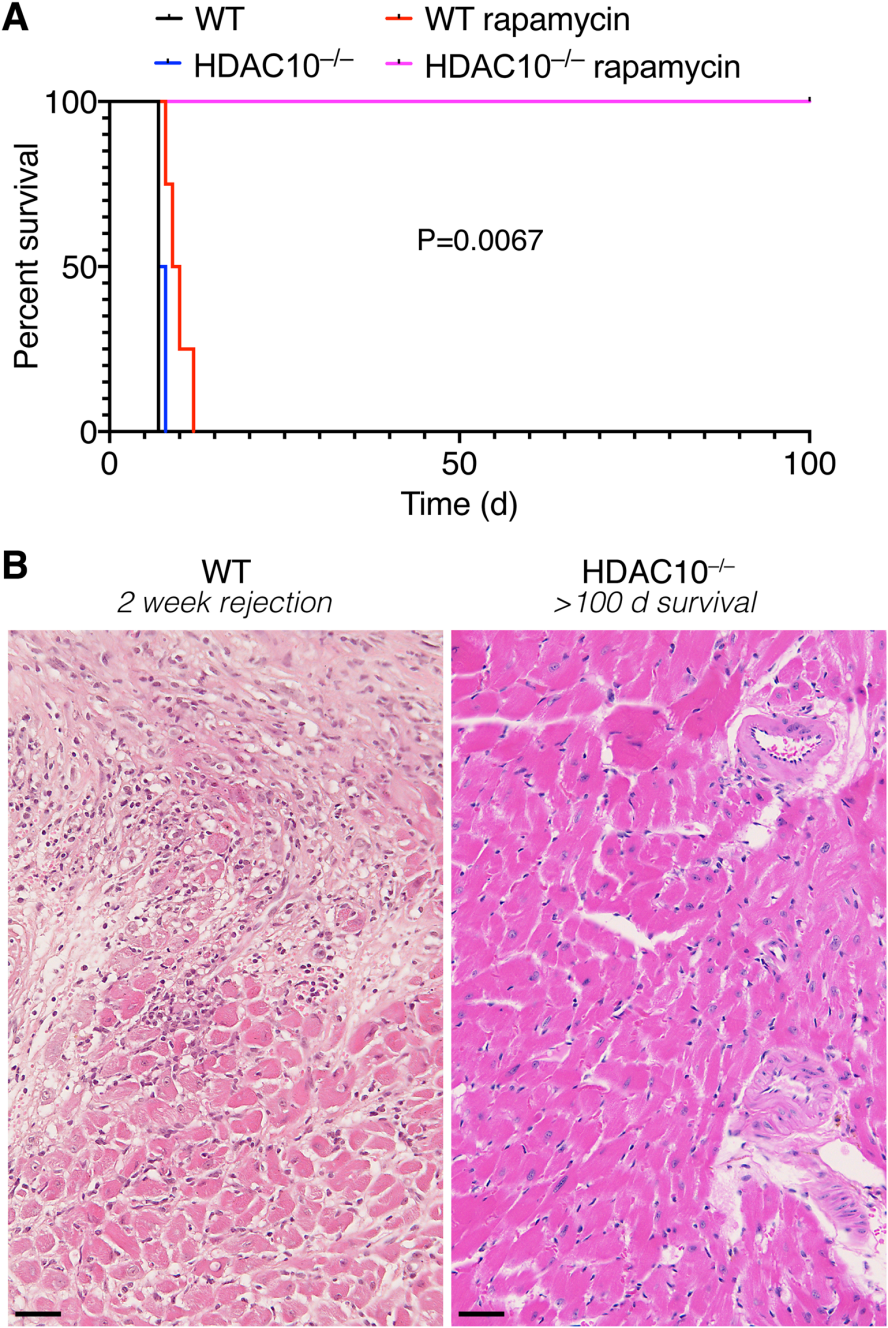
Loss of HDAC10, in conjunction with low dose rapamycin, prolongs cardiac allograft survival. (**A**) Cardiac allograft survival of BALB/c hearts (H-2^d^) transplanted into C57BL/6 (H-2^b^) recipients. Recipients receiving low dose rapamycin (0.1 mg kg^−1^ d^−1^ i.p. for 14 days post-transplant) and lacking HDAC10 showed >100 days of cardiac allograft survival. Survival curve data shown from four mice per group. P-value indicates Log-rank (Mantel-Cox) test comparing rapamycin receiving wild type (WT) and HDAC10^−/−^ recipients. Data pooled from four mice per group. (**B**) Representative H&E histology of BALB/c cardiac allografts recovered from WT mice (left) receiving 0.1 mg kg^−1^ d^−1^ i.p. for 14 days post-transplant at 2 weeks, and from corresponding HDAC10^−/−^ recipients harvested after 100 days post-transplant. Hearts from WT recipients end-stage acute rejection with mononuclear cell infiltrates and myocyte necrosis, whereas those from HDAC10^−/−^ recipients showed sparse mononuclear cell infiltrates, preservation of myocardial histology and an absence of transplant arteriosclerosis or interstitial fibrosis. Scale bar: 250 μm.

## Discussion

Our studies of the HDAC10 immune phenotype reveal an overall immunosuppressive effect with HDAC10 deletion. We observed that Foxp3^+^ Treg cells lacking HDAC10 had increased suppressive function *in vitro*, and HDAC10^−/−^ mice accepted MHC-mismatched cardiac allografts long-term when treated with 14 days of low-dose rapamycin, while B6/Rag1^−/−^ receiving HDAC10^−/−^ Treg showed increased resistance to development of autoimmune colitis *in vivo*. However, it is important to also consider additional subsets of immune cells that may be altered through HDAC10 deletion. Our *in vitro* studies had indicated that irradiated CD90.2^−^ splenocytes, including antigen presenting cells that provide co-stimulatory signals in the Treg suppression assays, showed decreased stimulatory effects on effector T cells when lacking HDAC10. This finding is consistent with prior reports on HDAC10 deletion on antigen-presenting cells^22^. It is possible that decreased co-stimulatory signals in HDAC10^−/−^ transplant recipients could contribute to the observed prolonged allograft survival. Furthermore, differential effects of rapamycin on HDAC10-deficient versus wild type mice need to be considered. That said, Treg are likely to play a somewhat important role, considering that the origin of Tregs (HDAC10^−/−^ vs WT) was the only variable in the colitis prevention model.

Our data are congruent with the effects of genetic or pharmacologic HDAC6 targeting, as well global pharmacologic class IIb HDAC inhibition, which is reassuring for the further development of HDAC isoform-selective immunosuppressive therapeutics. Indeed, two recent reports indicate that development of HDAC10-selective inhibitors is feasible based upon targeting of the interaction of a hydrogen-bond between a cap group nitrogen and the gatekeeper residue Glu272 that is responsible for potent HDAC10 binding^29,30^. The effects of such inhibitors on immune functions will need to be carefully characterized once they become available, since the screening assays used for their development involved FRET-based displacement of HDAC10-bound ligands rather than enzymatic inhibition. Such inhibitors may potentially act on the lysine deacetylase activity of HDAC10 at least in some contexts, whereas in others, effects on the recently identified polyamine deacetylase activity of HDAC10 may be dominant^31^.

Beyond targeting class IIb HDACs for therapeutic immunosuppression, our data also indicate a note of caution when considering HDAC10 as a therapeutic target in cancer, which has been suggested by several groups. Increased HDAC10 expression has been associated with several malignancies, including lung and gastric cancer and neuroblastoma, and was been linked with poor outcomes^17,25,32–34^. A number of mechanisms have been proposed. E.g. Yang *et al*. reported that HDAC10 promotes AKT phosphorylation in lung cancer cells^21^, and AKT phosphorylation is known to propagate cell growth, proliferation and survival^35^. However, if HDAC10 inhibition improves Treg immunosuppressive capacity, this could have counterproductive effects, given the importance of Tregs in cancer pathology^36^. Beyond immunosuppressive concerns for anti-tumor HDAC10 targeting, HDAC10 has also been reported to impair matrix metalloproteinase-2 and −9 expression^37^, which were important in metastasis formation^38^.

In conclusion, HDAC10 deletion leads to stronger Foxp3^+^ Treg cells with increased suppressive function *in vivo*. Pharmacologic targeting of HDAC10 and/or class IIb HDACs in general may be a promising strategy to augment immunosuppressive therapy.

## Methods

### Mice

We purchased B6/Rag1^−/−^ and C57BL/6 (both H-2^b^) mice of either wild-type (WT) or HDAC10^−/−^ (B6N(Cg)-*Hdac10*^*tm1.1(KOMP)Mbp*^/J) origin^39^, as well as BALB/c (H-2^d^) and B6/DBA2 (H-2^bd^) from he Jackson Laboratory (Bar Harbor, ME). Mice were housed under specific-pathogen-free conditions and studied using protocols approved by the Institutional Animal Care and Use Committees of the Children’s Hospital of Philadelphia (16–000561 and 17-000746). All animals reproduced at expected Mendelian ratios and were housed under standard conditions (group housing up to five per cage), except B6/Rag1^−/−^ which require high barrier housing (also group housing up to five per cage).

### Cell lines

293 T (CRL-3216™) were obtained from American Type Culture Collection (ATCC), suggested to be female in origin.

### Cell culture media and cell culture conditions

For standard cell culture medium, we used RPMI 1640 medium supplemented with 10% fetal bovine serum (FBS), penicillin (100 U × mL^−1^), streptomycin (100 µg × mL^−1^), and 55 nM β_2_-mercaptoethanol. All bioenergetic measurements used Agilent Seahorse XF base medium (cat. #102353-100) from Aligent Technologies (Santa Clara, CA) plus 10 mM D-glucose, 1 mM Na pyruvate, and 2 mM L-glutamine.

### Antibodies, plasmids and reagents

We purchased CD4 (BD Bioscience, Pacific blue, clone RM4-5, #558107), CD8 116 (PE-Cy7, eBioscience, clone 53-6.7, cat. #25-0081), Foxp3 (PE-Cy5, eBioscience, clone FJK-16s, cat. #15-5773), CD3 (clone 145-2C11, cat. #553057), CD28 (clone 37.51, cat. #553294) mAbs from BD Bioscience, and IFN-γ (Alexa Fluor® 647, cat. #557735) and IL-17Α (Alexa Fluor® 647, cat. #560184) from BD Pharmingen. For immunoblotting, we used HDAC10 (Abcam, cat. #108934), β-actin (Cell Signaling, cat. #5125), MYC-tag (Cell Signaling, cat. #2276 S), HA-tag (Cell Signaling, cat. #3724 S) and Foxp3 (eBioscience, cat. #14-5777-82) antibodies. For cell culture, we used RPMI-1640 medium supplemented with 10% fetal bovine serum (FBS), penicillin (100 U mL^−1^), streptomycin (100 µg mL^−1^), and 55 nM β_2_-mercaptoethanol. HDAC10 plasmid was purchased from Origene (cat. #MR209891), p300 plasmid was provided by Dr. Xiao-Jiao Yang (McGill University, Montreal, Canada), and the Foxp3 MinR1 plasmid was previously described^4^.

### Bioenergetic measurements

We measured bioenergetic functions using XF24 and XF96 analyzers (Seahorse Biosciences, North Billerica, MA). Plates were coated using Cell-Tak (BD Biosciences)^11^. Isolated T cells were plated in unbuffered XF Assay Media, and then incubated for 30–60 min at 37 °C without CO_2_. For our T cell studies, we used 1 × 10^6^ cells per well for XF24, and 2 × 10^5^ cells per well for XF96 assays. To enhance cell adherence, plates were spun at room temperature for 5 min at 400 g. Three baseline measurements of OCR and ECAR were taken and cells were then exposed sequentially to oligomycin A, cyanide-4-[trifluoromethoxy]phenylhydrazone (FCCP) and rotenone and/or antimycin A. We used 1.25 µM oligomycin, 0.5 µM FCCP and either 1 µM rotenone followed by 1.8 µM antimycin A in XF24, or 1 µM rotenone & antimycin A combined in XF96 experiments. Three readings were taken after each sequential injection. Instrumental background was measured in separate control wells using the same conditions without biological material. Seahorse reagents were purchased from Agilent Technologies (Wilmington, DE). Data were analyzed using Wave (Agilent), Excel and Prism.

### Cardiac allografting

We transplanted BALB/c hearts (H-2^d^) into C57BL/6 recipients (H-2^b^); donor and recipient mice were female and aged 8–12 weeks. We chose female mice to minimize fighting injuries and age 8–12 weeks to enable sufficiently large blood vessels to enable microsurgeries. Some recipients received low-dose rapamycin (0.1 mg kg^−1^ day^−1^) for two weeks, as indicated. Allograft survival was assessed by palpation, and confirmed by histology after 100 days.

### Cell isolation and flow cytometry

Spleen and peripheral lymph nodes were harvested and processed to single cell suspensions of lymphocytes. Red blood cells were removed with hypotonic lysis. We used magnetic beads (Miltenyi Biotec, San Diego, CA) for isolation of Tconv (CD4^+^CD25^−^), Treg (CD4^+^CD25^+^), and antigen presenting cells (CD90.2^−^). Cells of interest were analyzed flow cytometry. All flow cytometry data was captured using Cyan (Dako) as well as Cytoflex (Beckman Coulter, Brea, CA) and analyzed using the FlowJo 10.2 software. We used phosphate buffered saline with 2% FBS as flow buffer in all experiments.

### Colitis

We tested the ability of Tregs to prevent the development of colitis, and to rescue mice with established colitis. In the prevention model, B6/Rag1^−/−^ mice were adoptively transferred i.p. with 1 × 10^6^ CD4^+^CD25^−^ Tconv cells from WT mice, and simultaneously received 5 × 10^5^ CD4^+^CD25^+^ Treg i.p. from WT or HDAC10^−/−^ mice. Mice were monitored for weight, gross blood in their stool, and other clinical parameters as previously reported^7^. In the rescue model 9–10-week-old female B6/Rag1^−/−^ mice were adoptively transferred i.p. with 1 × 10^6^ CD4^+^CD25^−^ Tconv cells from WT mice. After clinically significant colitis developed (with 5–15% of weight loss), the B6/Rag1^−/−^ mice were randomized to treatment groups, receiving of 5 × 10^5^ CD4^+^CD25^+^ Treg, i.p., from either WT or HDAC10^−/−^ donor mice. The mice were then monitored as noted for the prevention model.

### Histology

Cardiac allografts and colon samples were fixed in 10% neutral buffered formalin, routinely processed and embedded in paraffin. Histologic sections for light microscopy were cut to a thickness of 4 µm and stained with hematoxylin and eosin (H&E) and were reviewed by a pathologist (W.W.H.) blinded to treatment conditions. Histologic findings were characterized using a previously reported scoring system^40^: (1) degree of lamina propria inflammation graded 0–3; (2) degree of mucin depletion as evidenced by loss of goblet cells graded 0–2; (3) reactive epithelial changes (nuclear hyperchromatism, random nuclear atypia, increased mitotic activity) graded 0–3; (4) number of intraepithelial lymphocytes per high power field within crypts graded 0–3; (5) degree of crypt architectural distortion graded 0–3; (6) degree of inflammatory activity (infiltration of neutrophils within lamina propria and crypt epithelium, “cryptitis”) graded 0–2; (7) degree of transmural inflammation graded 0–2; and (8) degree of mucosal surface erosion up to total surface ulceration graded 0–2. The total histopathologic score (0–21) was determined from the sum of the scores for each parameter to reflect the overall degree of inflammation within each specimen.

### Immunoblotting

Immunoblotting was performed as previously reported^10^. Purified cells of interested were lysed in radioimmunoprecipitation assay (RIPA) buffer with Halt protease inhibitor (Thermo Fisher Scientific). Protein concentration was determined by photometry (iMark™ Microplate Absorbance Reader, Bio-Rad) using bovine serum albumin as standard (Cat. #500–0207, Bio-Rad Laboratories, Hercules, CA). Samples were mixed with Laemmli sample buffer containing 2-mercaptoethanol (Bio-Rad Laboratories, Hercules, CA), and loaded onto Mini-PROTEAN TGX^TM^ 4 to 15% gradient gels (Bio-Rad) and underwent electrophoretic separation. Proteins were then transferred to PolyScreen PVDF Hybridization Transfer Membranes (PerkinElmer, Waltham, MA). Membranes were cut according to the molecular weights of the proteins of interest (as indicated with Precision Plus Protein Dual Color, Bio-Rad) and incubated with primary and horseradish peroxidase (HRP)–conjugated secondary antibodies. We used Super Signal West Pico chemiluminescent substrate (Thermo Fisher Scientific) and X-OMAT Blue XB Film (Kodak, Rochester, NY) or the ChemiDoc^TM^ imaging system (Bio-Rad), using Image Lab^TM^ software (Bio-Rad) for image file export. Images were processed with Adobe Photoshop Creative Cloud (grayscale conversion and auto contrast function). Densitometric analysis was performed using ImageJ64 version 1.45 S (https://imagej.nih.gov/ij/).

### RNA extraction and quantitative polymerase chain reaction

RNA was extracted using RNeasy kits (Qiagen, Hilden, Germany), and RNA integrity and quantity were analyzed by photometry (Nanodrop 2000, Thermo Fischer). Reverse transcription and qPCR were performed as reported^9–11^. Isolated RNA was reverse transcribed to cDNA with random hexamers and amplified (PTC-200; MJ Research). Primer sequences for target genes were used for quantitative PCR amplification of total cDNA. All primers were purchased from Applied Biosystems. Differences in cDNA input were corrected by normalizing signals obtained with specific primers for 18 S rRNA. Relative quantitation of target cDNA was determined by the formula 2^−ΔCT^, with ΔCT denoting fold increases above the set control value (resting Tconv). Data was analyzed using StepOnePlus^TM^ (Applied Biosystems), Excel, and Prism.

### Microarray

WT and HDAC10^−/−^ Treg were isolated and RNA extracted as noted above. Microarray experiments were performed using whole-mouse-genome oligoarrays (GeneChip™ Mouse Gene 2.0 ST Array), and array data were analyzed using Transcriptome Analysis Console 4.0 software (ThermoFisher Scientific). Array data were subjected to robust multiarray average normalization. To assess differential gene expression, fold changes of up- and downregulated genes were calculated, and significance assessed via Student t-test. Data with a false discovery rate <0.1 and >1.5-fold differential expression were included in the analysis.

### T cell function studies

Treg suppression, cytokine production, as well as inducible Treg (iTreg) formation and Th1 and Th17 polarization were conducted as reported^13^. For Treg suppression assays, purified Tconv cells were labeled with carboxyfluorescein succinimidyl ester (CFSE, Thermo Fisher) and stimulated with irradiated antigen presenting cells plus CD3ε mAb (1 µg mL^−1^, BD Pharmingen). After 72 h, proliferation of Tconv cells was determined by flow cytometric analysis of CFSE dilution. For conversion to Foxp3^+^ Tregs, Tconv cells were incubated for 3–5 days with CD3ε/CD28 mAb beads, plus TGF-β (3 ng mL^−1^) and IL-2 (25 U mL^−1^), and analyzed by flow cytometry for Foxp3^+^ iTreg. For Th1 polarization, splenocytes were stimulated with plate-bound CD3ε mAb (2 μg mL^−1^, incubated at 37 °C for 1 hr, BD Pharmingen) and IL-12 (10 ng mL^−1^; eBioscience, cat. #14–8121–80), and anti–IL-4 (10 μg mL^−1^; BD Bioscience, cat. #554432). Cells were cultured for four days and analyzed by flow cytometry. For Th17 conversion, splenocytes were depleted of CD8^+^ T cells using Miltenyi CD8 microbeads, and cultured with soluble CD3ε and CD28 mAb (1 μg mL^−1^ each) for four days in the presence of anti-IL-4 and anti-IFN-γ mAbs (20 μg mL^−1^), TGFβ (1 ng mL^−1^), and IL-6 (10 ng mL^−1^). For intracellular IL-17 staining, cells were stimulated with 30 ng mL^−1^ phorbol 12-myristate 13-acetate (PMA) and 1 μM ionomycin (Sigma Aldrich) for 5 hours in the presence of GolgiStop reagent (BD Biosciences). We used the Fixation/Permeabilization Buffer set from eBioscience for intranuclear staining.

### Quantification and Statistical analyses

Statistical analysis was conducted using GraphPad Prism 8 software. All data were tested for normal Gaussian distribution of variables using the D’Agostino-Pearson normality test. All normally distributed data were displayed as means ± standard error of the mean (SEM) unless otherwise noted, while non-normally distributed data were displayed as median ± interquartile range (IQR). Measurements between two groups were performed with an unpaired Student’s t-test if normally distributed, or Mann-Whitney U test if otherwise. For paired samples, we used a paired Student-t test. Allograft survival was assessed using a log-rank (Mantel-Cox) test. Statistical parameters for each experiment can be found within the corresponding figure legends.

## Supplementary information

Supplementary Dataset 1.

## Data Availability

The microarray dataset for this study can be found in the in the Gene Expression Omnibus database (www.ncbi.nlm.nih.gov/geo), under the accession number GEO: GSE131794. Contact for reagent and resource sharing: Further information and requests for resources and reagents should be directed and will be fulfilled by the Lead Contact, Wayne W. Hancock ().

## References

[1] Feuerer M, Hill JA, Mathis D, Benoist C (2009). Foxp3+ regulatory T cells: differentiation, specification, subphenotypes. Nat. Immunol..

[2] Yano Hiroshi, Andrews Lawrence P., Workman Creg J., Vignali Dario A. A. (2019). Intratumoral regulatory T cells: markers, subsets and their impact on anti‐tumor immunity. Immunology.

[3] van Loosdregt J (2010). Regulation of Treg functionality by acetylation-mediated Foxp3 protein stabilization. Blood.

[4] Liu Y, Wang L, Han R, Beier UH, Hancock WW (2012). Two lysines in the forkhead domain of foxp3 are key to T regulatory cell function. PLoS One.

[5] Wang L (2018). Histone/protein deacetylase inhibitor therapy for enhancement of Foxp3+ T-regulatory cell function posttransplantation. Am. J. Transpl..

[6] Tao R (2007). Deacetylase inhibition promotes the generation and function of regulatory T cells. Nat. Med..

[7] de Zoeten EF, Wang L, Sai H, Dillmann WH, Hancock WW (2010). Inhibition of HDAC9 increases T regulatory cell function and prevents colitis in mice. Gastroenterology.

[8] de Zoeten EF (2011). Histone deacetylase 6 and heat shock protein 90 control the functions of Foxp3(+) T-regulatory cells. Mol. Cell Biol..

[9] Beier UH (2011). Sirtuin-1 targeting promotes Foxp3+ T-regulatory cell function and prolongs allograft survival. Mol. Cell Biol..

[10] Beier UH (2012). Histone deacetylases 6 and 9 and sirtuin-1 control Foxp3+ regulatory T cell function through shared and isoform-specific mechanisms. Sci. Signal..

[11] Beier UH (2015). Essential role of mitochondrial energy metabolism in Foxp3(+) T-regulatory cell function and allograft survival. FASEB J..

[12] Wang L (2015). FOXP3+ regulatory T cell development and function require histone/protein deacetylase 3. J. Clin. Invest..

[13] Xiao H (2016). HDAC5 controls the functions of Foxp3(+) T-regulatory and CD8(+) T cells. Int. J. Cancer.

[14] Hancock WW (2016). Isoform-Selective HDAC Inhibitor Therapy for Transplantation: Are We Ready for HDAC6?. Transplantation.

[15] Qian H (2017). HDAC6-mediated acetylation of lipid droplet-binding protein CIDEC regulates fat-induced lipid storage. J. Clin. Invest..

[16] Lieber AD (2019). Loss of HDAC6 alters gut microbiota and worsens obesity. FASEB J..

[17] Oehme I (2013). Histone deacetylase 10 promotes autophagy-mediated cell survival. Proc. Natl Acad. Sci. USA.

[18] Kao HY, Lee CH, Komarov A, Han CC, Evans RM (2002). Isolation and characterization of mammalian HDAC10, a novel histone deacetylase. J. Biol. Chem..

[19] Fischer DD (2002). Isolation and characterization of a novel class II histone deacetylase, HDAC10. J. Biol. Chem..

[20] Radhakrishnan R (2015). Histone deacetylase 10 regulates DNA mismatch repair and may involve the deacetylation of MutS homolog 2. J. Biol. Chem..

[21] Yang Y (2016). HDAC10 promotes lung cancer proliferation via AKT phosphorylation. Oncotarget.

[22] Wang B (2017). A Novel Role for Histone Deacetylase 10 (HDAC10) in the Regulation of PD-L1 Expression and Immune Tolerance Mediated By Antigen Presenting Cells (APCs). Blood.

[23] Liu Y (2013). Inhibition of p300 impairs Foxp3(+) T regulatory cell function and promotes antitumor immunity. Nat. Med..

[24] van Loosdregt J (2011). Rapid temporal control of Foxp3 protein degradation by sirtuin-1. PLoS One.

[25] Osada H (2004). Reduced expression of class II histone deacetylase genes is associated with poor prognosis in lung cancer patients. Int. J. Cancer.

[26] Elstrom RL (2004). Akt stimulates aerobic glycolysis in cancer cells. Cancer Res..

[27] Gerriets VA (2016). Foxp3 and Toll-like receptor signaling balance Treg cell anabolic metabolism for suppression. Nat. Immunol..

[28] Angelin A (2017). Foxp3 Reprograms T Cell Metabolism to Function in Low-Glucose, High-Lactate Environments. Cell Metab..

[29] Geraldy M (2019). Selective Inhibition of Histone Deacetylase 10: Hydrogen Bonding to the Gatekeeper Residue is Implicated. J. Med. Chem..

[30] Ibrahim Uba Abdullahi, Yelekçi Kemal (2019). Homology modeling of human histone deacetylase 10 and design of potential selective inhibitors. Journal of Biomolecular Structure and Dynamics.

[31] Hai Y, Shinsky SA, Porter NJ, Christianson DW (2017). Histone deacetylase 10 structure and molecular function as a polyamine deacetylase. Nat. Commun..

[32] Jin Z (2014). Decreased expression of histone deacetylase 10 predicts poor prognosis of gastric cancer patients. Int. J. Clin. Exp. Pathol..

[33] Oehme I, Lodrini M, Brady NR, Witt O (2013). Histone deacetylase 10-promoted autophagy as a druggable point of interference to improve the treatment response of advanced neuroblastomas. Autophagy.

[34] Ridinger J (2018). Dual role of HDAC10 in lysosomal exocytosis and DNA repair promotes neuroblastoma chemoresistance. Sci. Rep..

[35] Cicenas J (2008). The potential role of Akt phosphorylation in human cancers. Int. J. Biol. Markers.

[36] Tanaka A, Sakaguchi S (2017). Regulatory T cells in cancer immunotherapy. Cell Res..

[37] Song C, Zhu S, Wu C, Kang J (2013). Histone deacetylase (HDAC) 10 suppresses cervical cancer metastasis through inhibition of matrix metalloproteinase (MMP) 2 and 9 expression. J. Biol. Chem..

[38] Gialeli C, Theocharis AD, Karamanos NK (2011). Roles of matrix metalloproteinases in cancer progression and their pharmacological targeting. FEBS J..

[39] Skarnes WC (2011). A conditional knockout resource for the genome-wide study of mouse gene function. Nature.

[40] Akimova T (2014). Targeting sirtuin-1 alleviates experimental autoimmune colitis by induction of Foxp3+ T-regulatory cells. Mucosal Immunol..

# Supplementary material for: HDAC10 deletion promotes Foxp3+ T-regulatory cell function
**Source:** Sci Rep. 2020 Jan 16;10:424. doi: 10.1038/s41598-019-57294-x

Uncut blots to Figure 1a

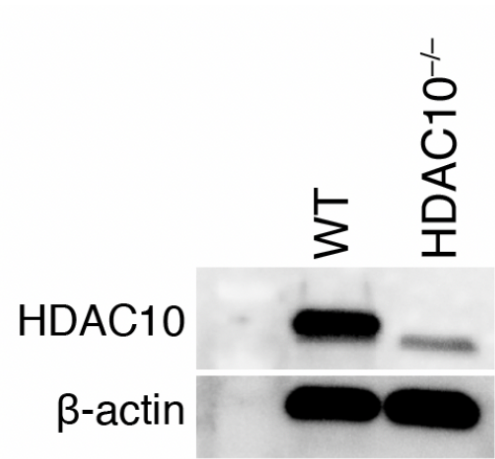

Fig. 1A

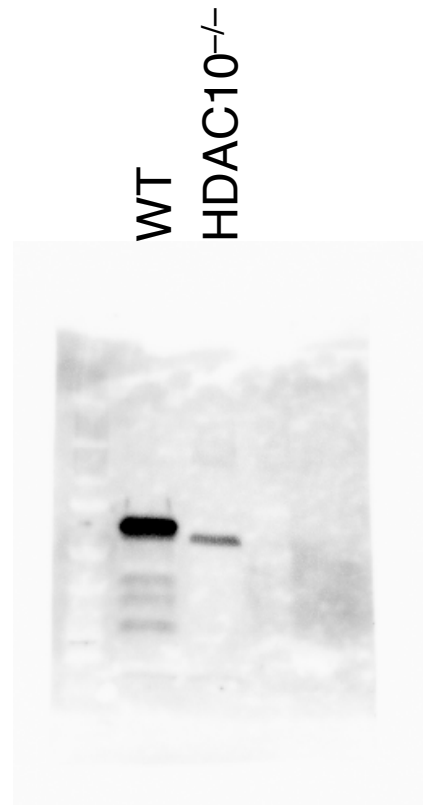

IB: HDAC10 (72 kDa)

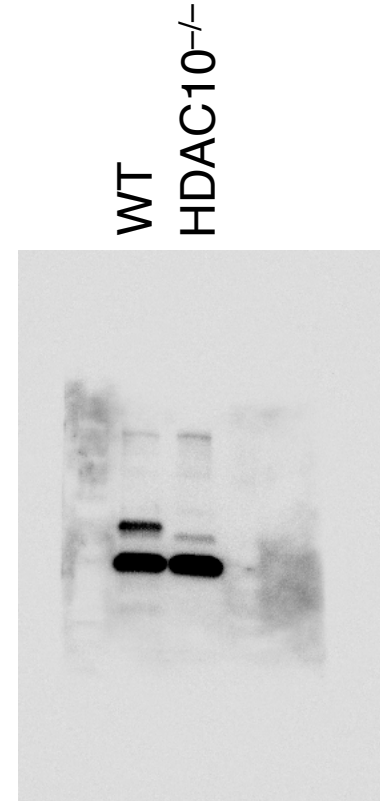

IB: Actin (42 kDa)
stripped/reblotted

Uncut blots to Figure 4d, upper half

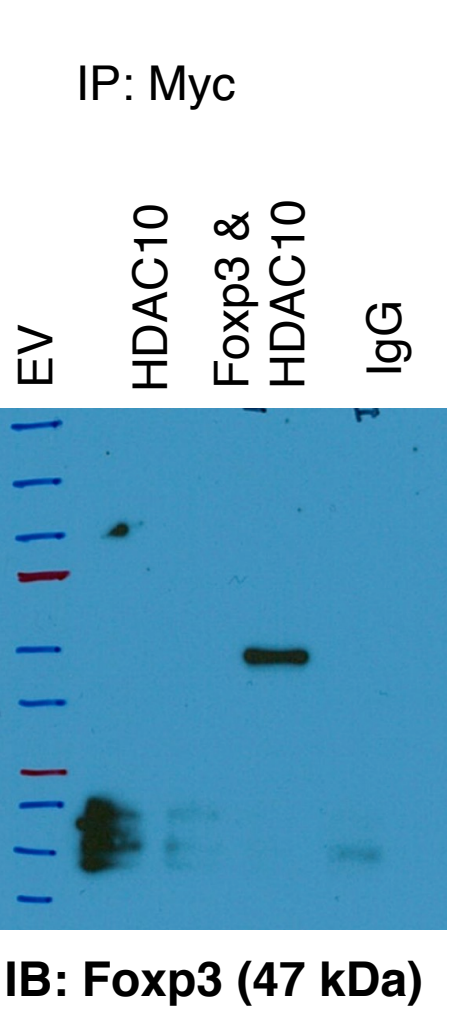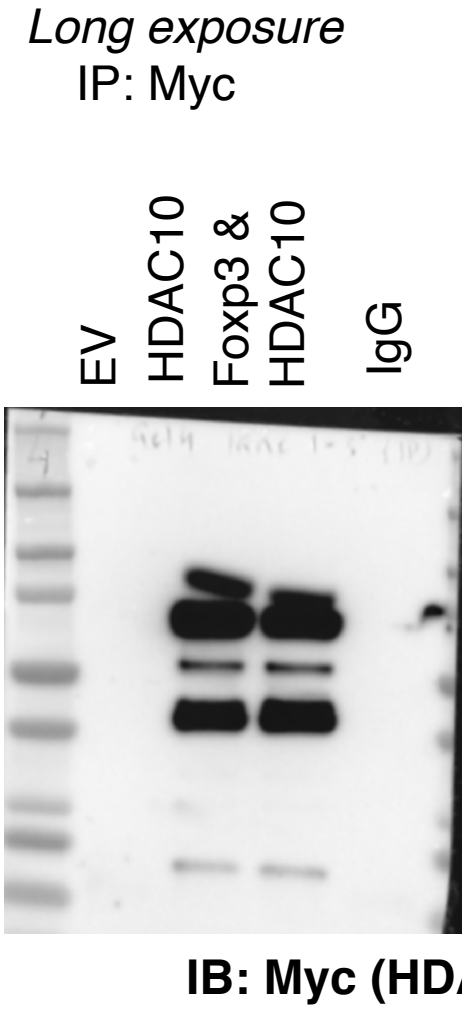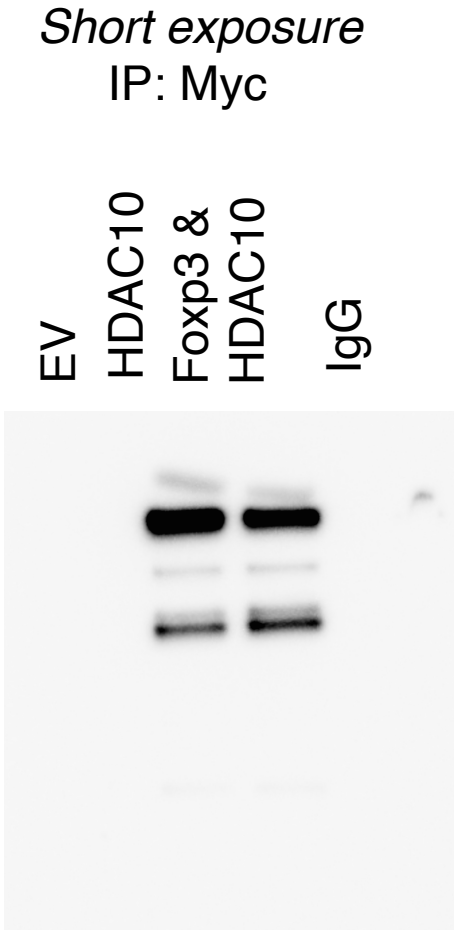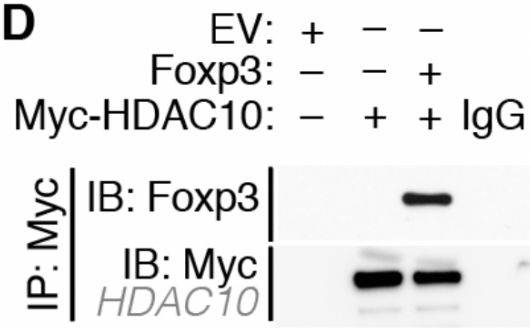

Uncut blots to Figure 4d, lower half

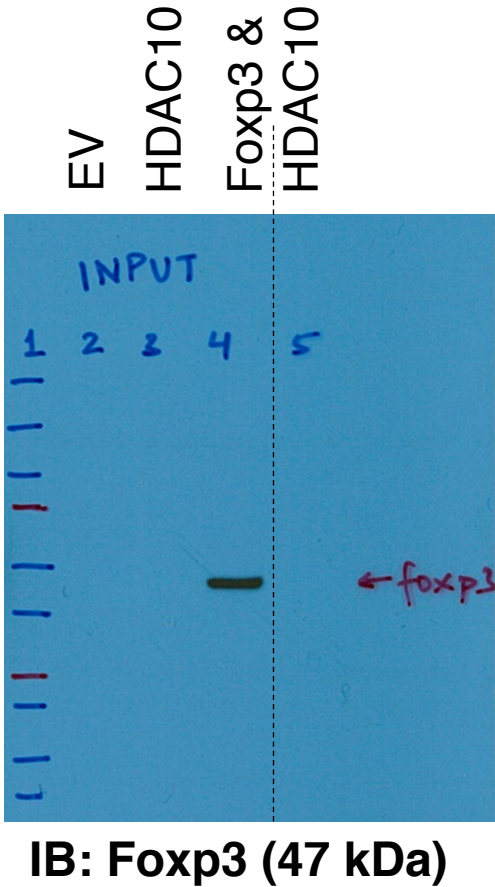

Short exposure
(used for image)

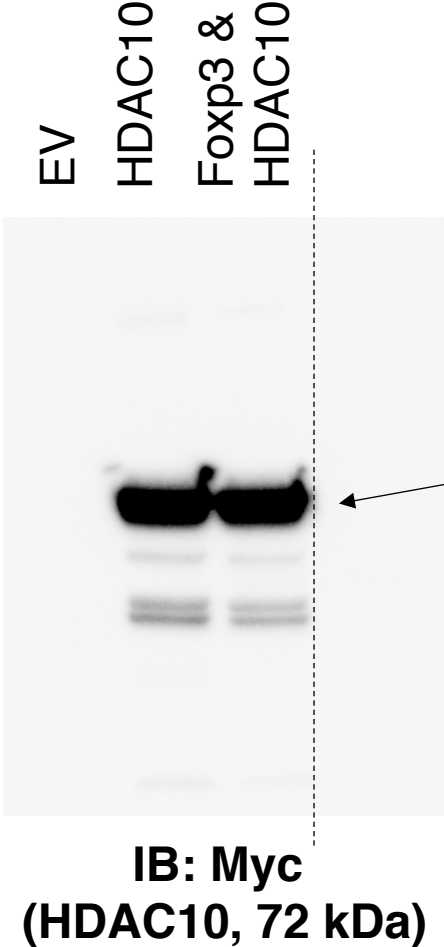

Long exposure
(not used)

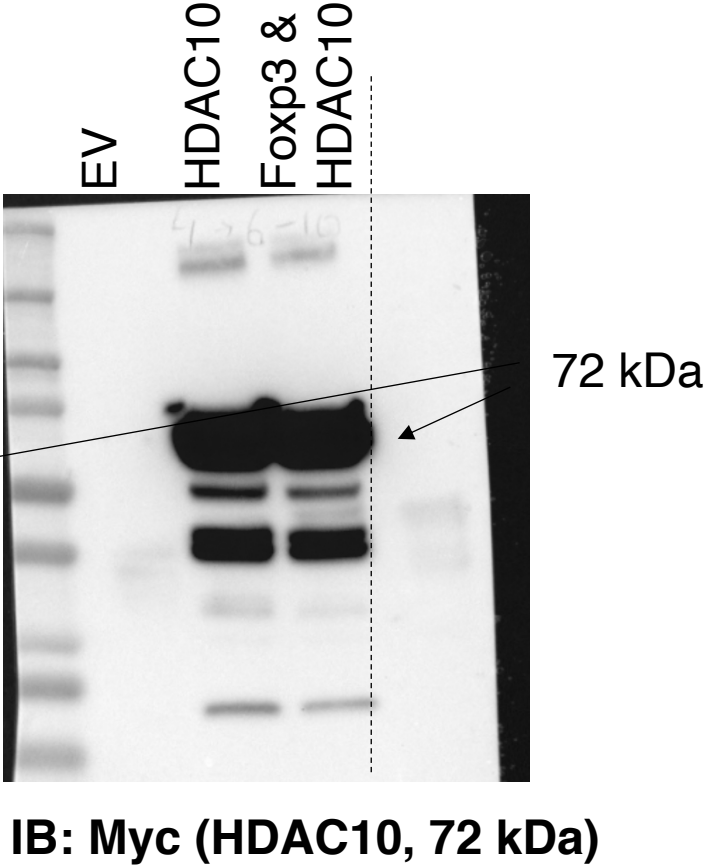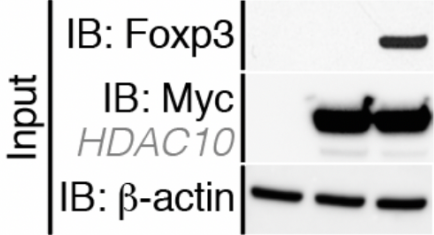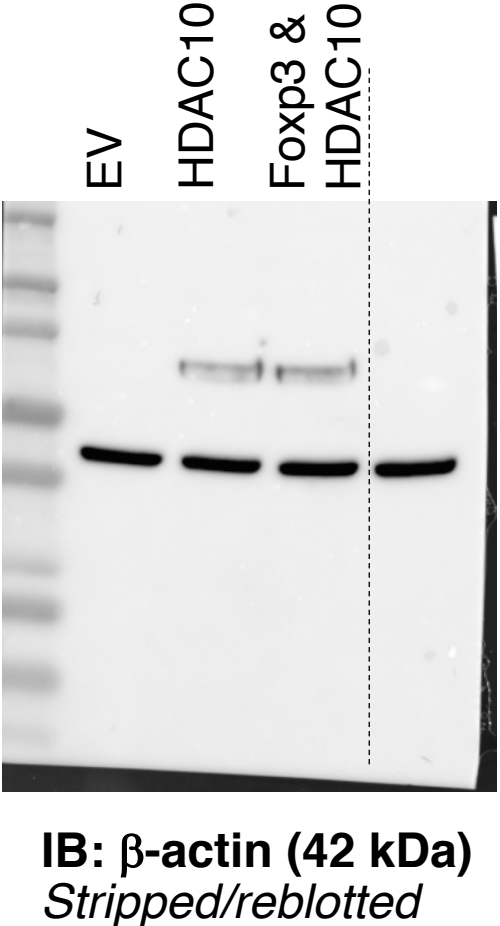

Uncut blots to Figure 4e (part 1, upper half)

E

EV:	+	-	-
Foxp3:	-	+	+
Myc-HDAC10:	-	-	+
			IgG

IP: Foxp3

IB: Foxp3

IB: Myc

HDAC10

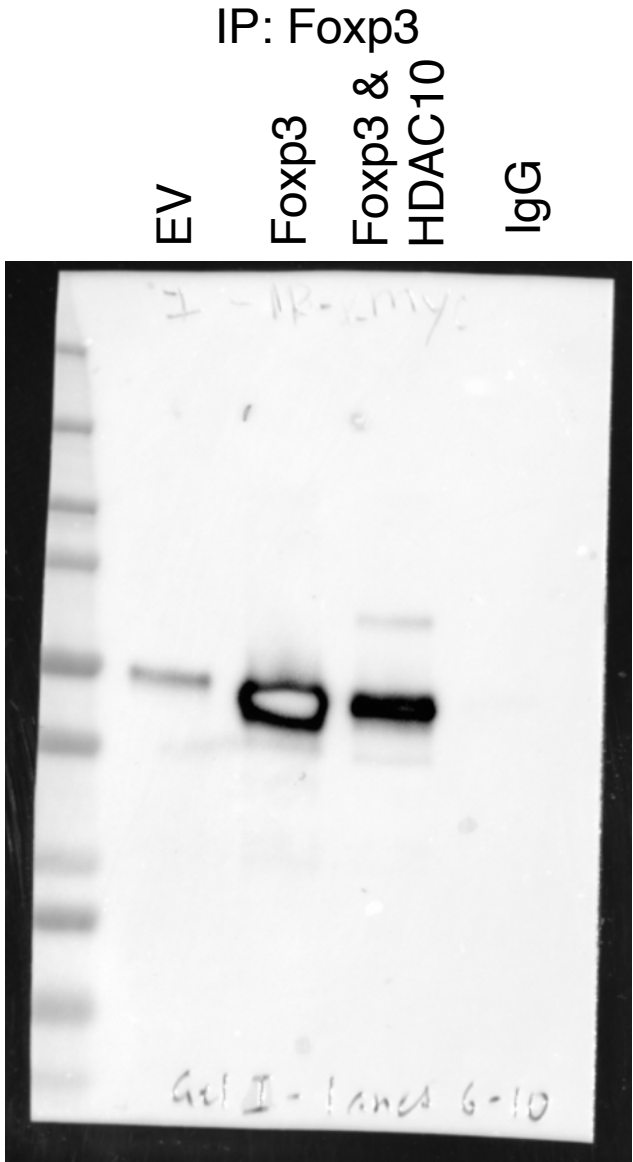

IB: Foxp3 (47 kDa)

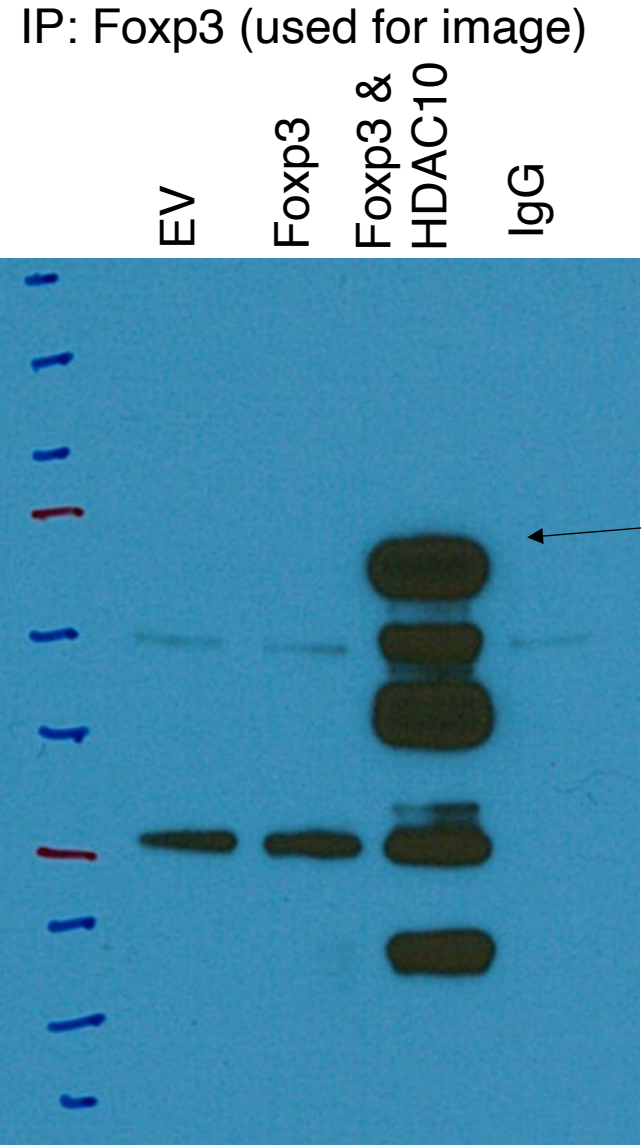

IB: Myc (HDAC10, 72 kDa)

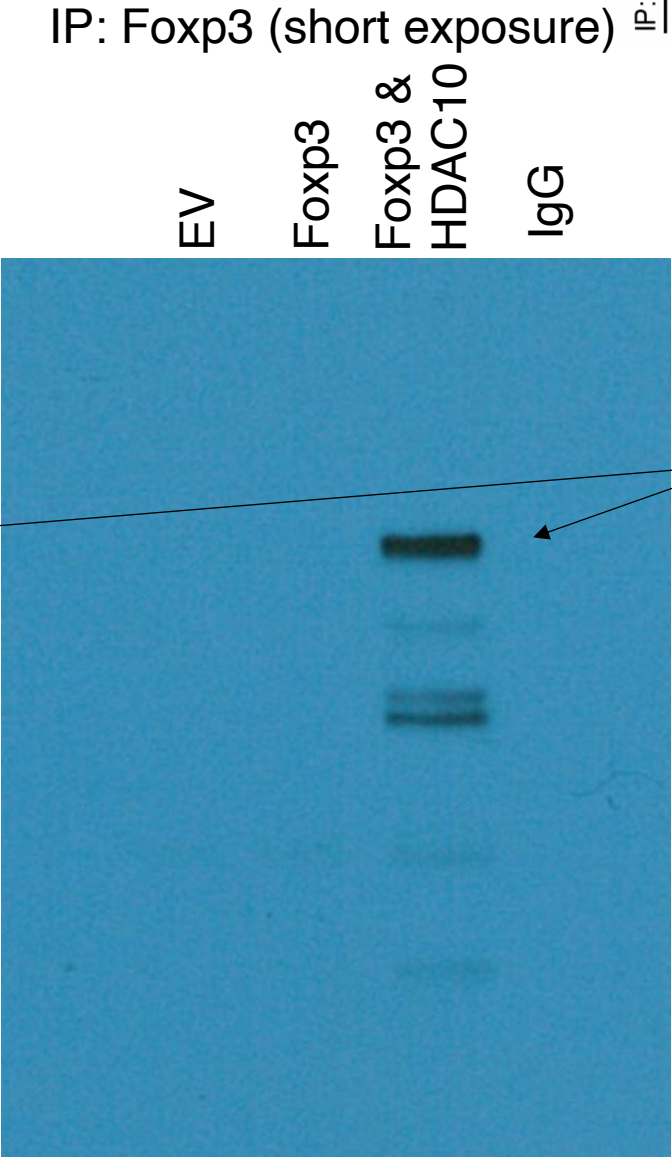

IB: Myc (HDAC10, 72 kDa)

HDAC10
72 kDa

Uncut blots to Figure 4e (part 2, lower half)

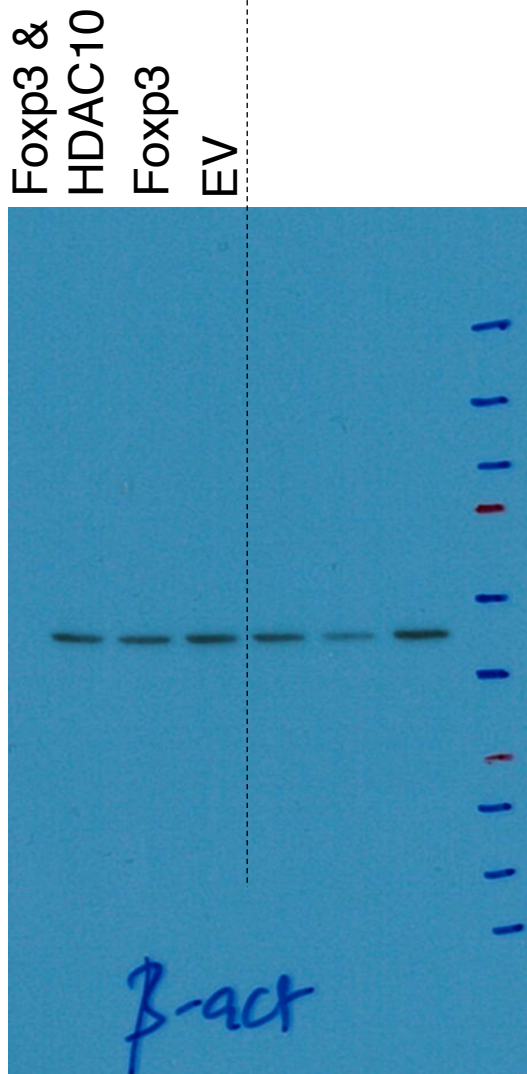

IB: β -actin (42 kDa)
Reversed orientation

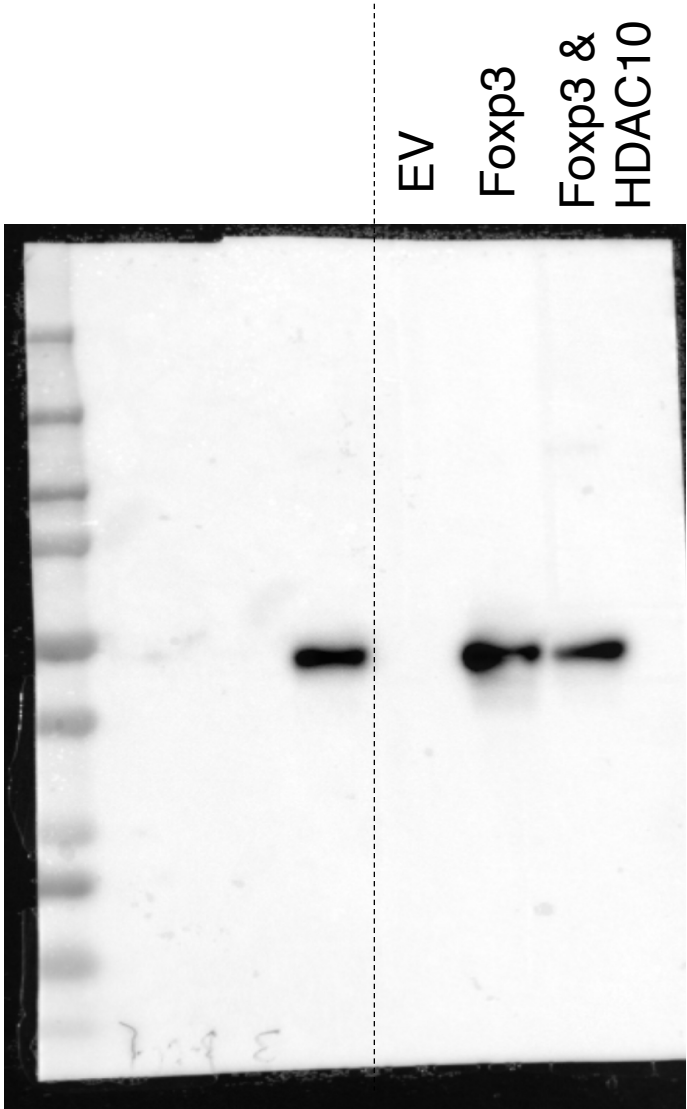

IB: Foxp3 (47 kDa)

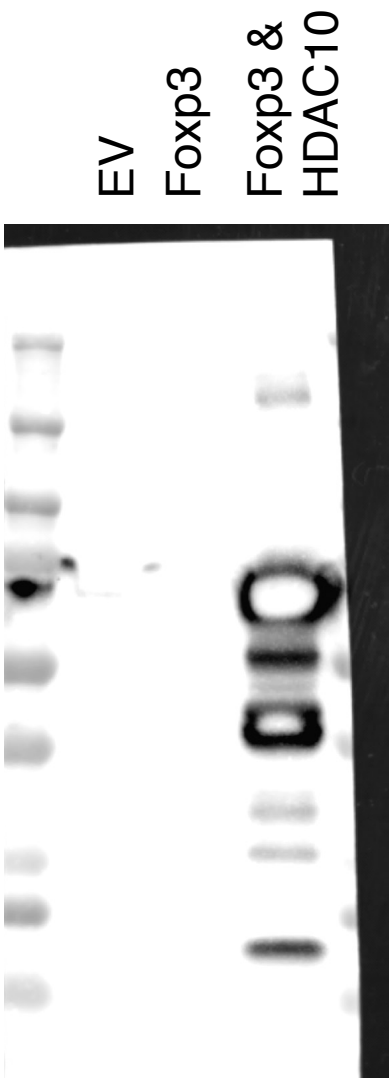

IB: Myc (HDAC10, 72 kDa)

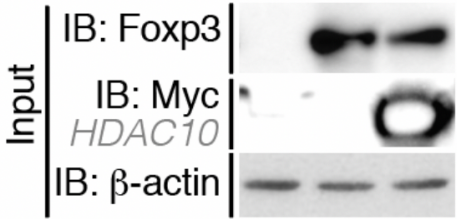

Uncut blots to Figure 4f, part 1

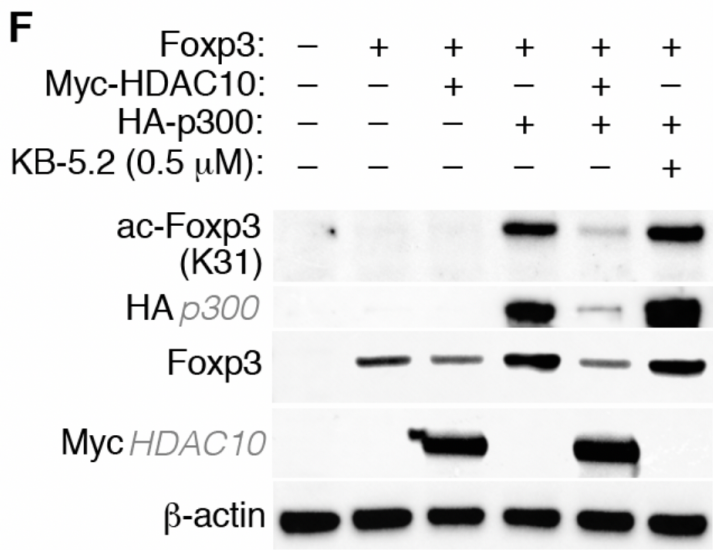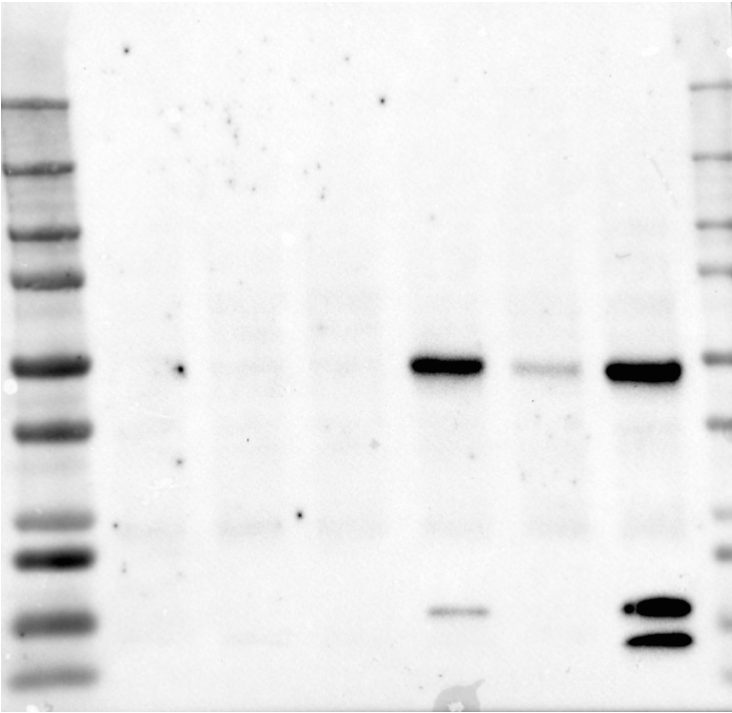

IB: Foxp3-K31ac (47 kDa)

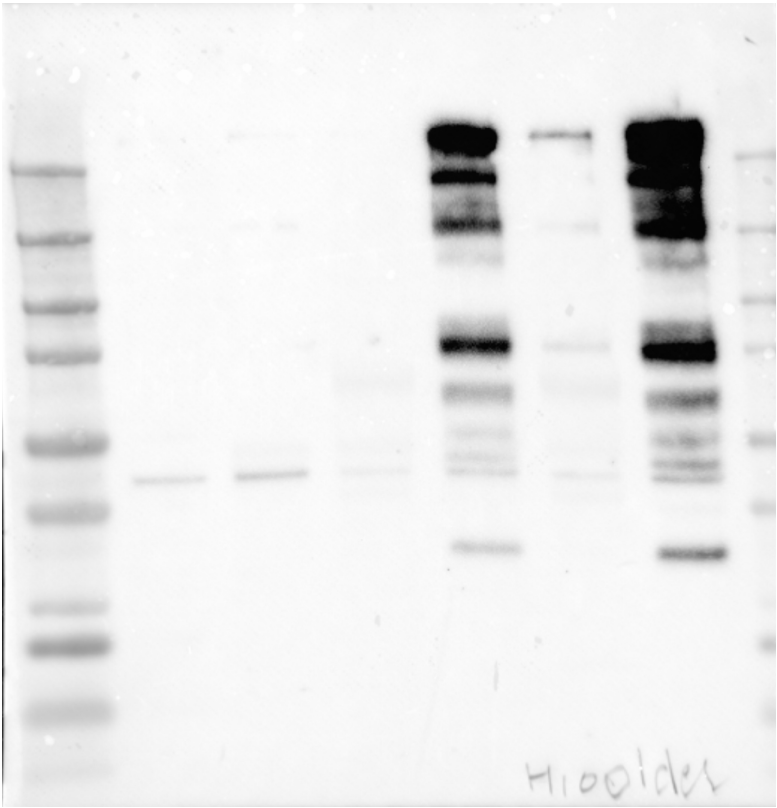

IB: HA (p300, 300 kDa)

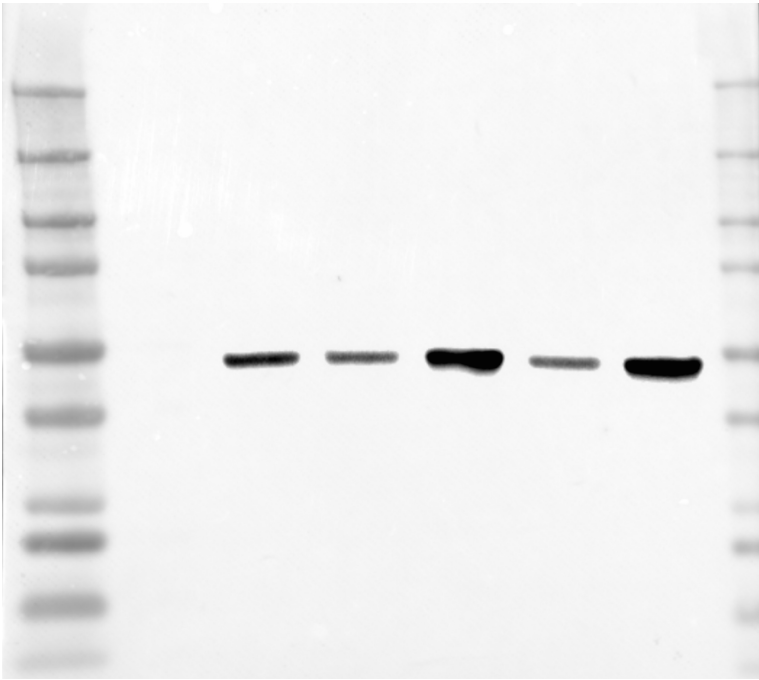

IB: Foxp3 (47 kDa)

Uncut blots to Figure 4f, part 2

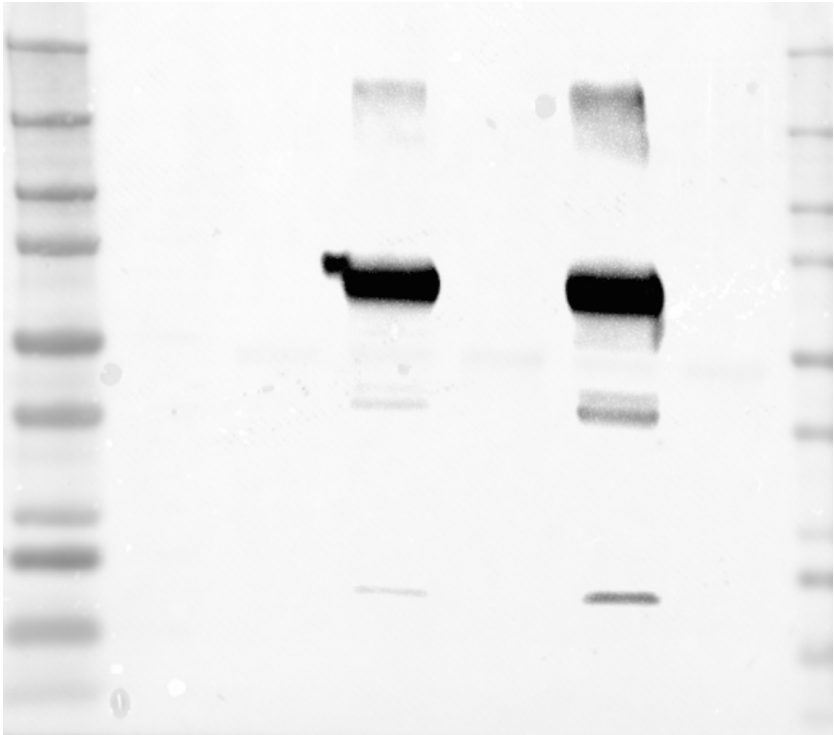

IB: Myc (HDAC10, 72 kDa)

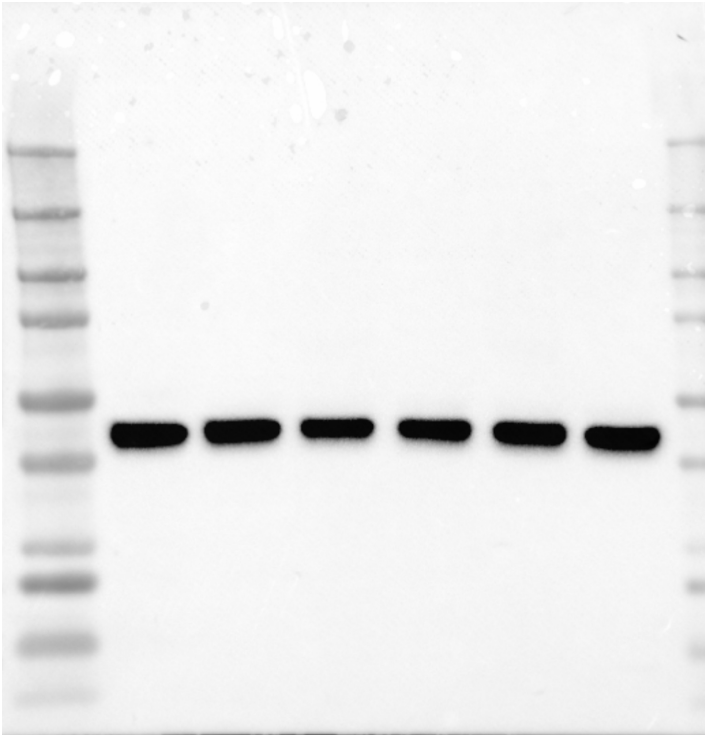

IB: β -actin (42 kDa)

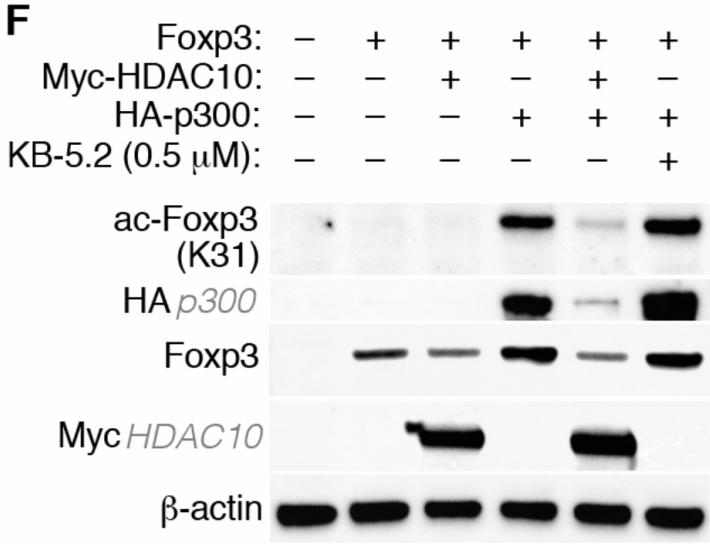

Uncut blots to Figure 4g

Greyscale image of film
used to generate figure

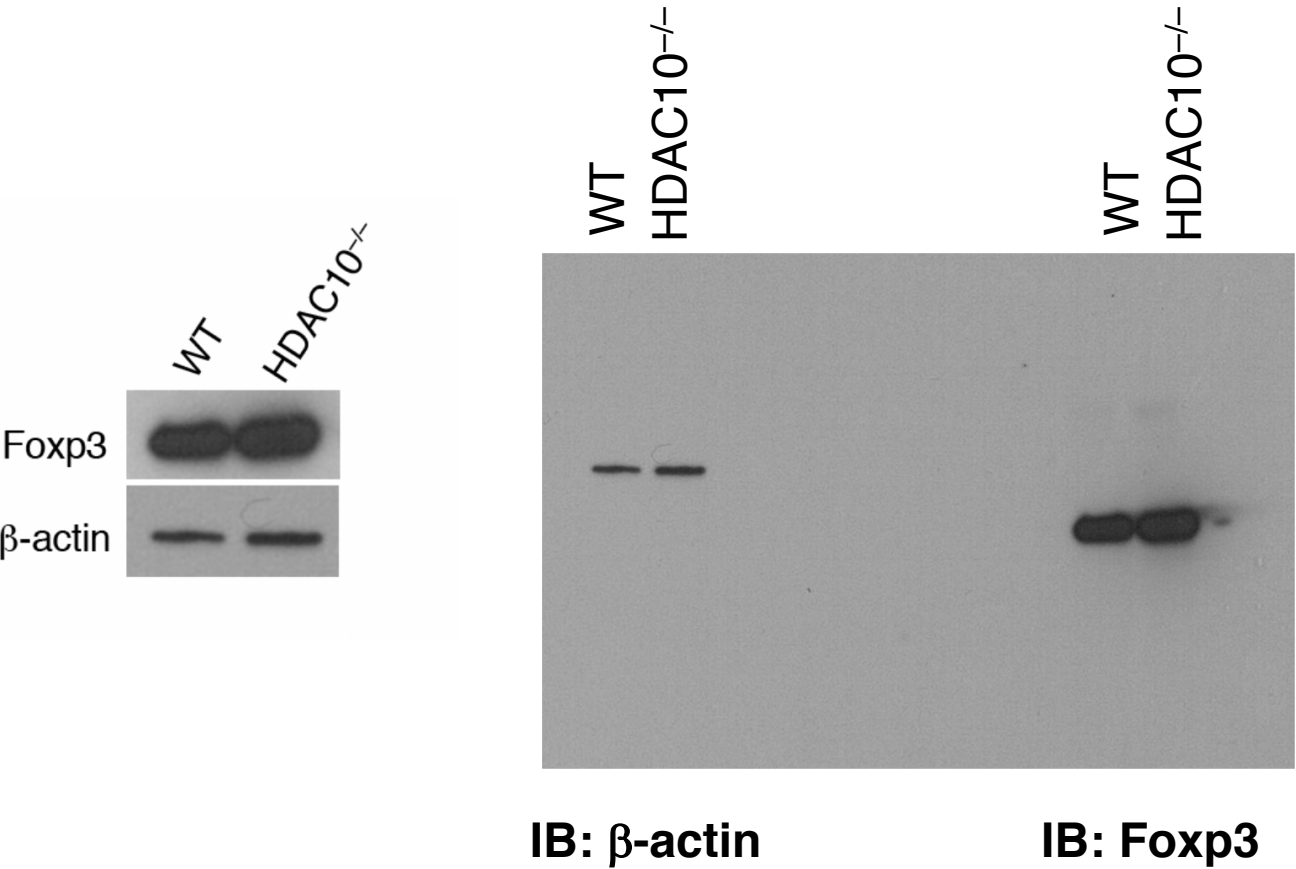

Color re-scan of film 2019

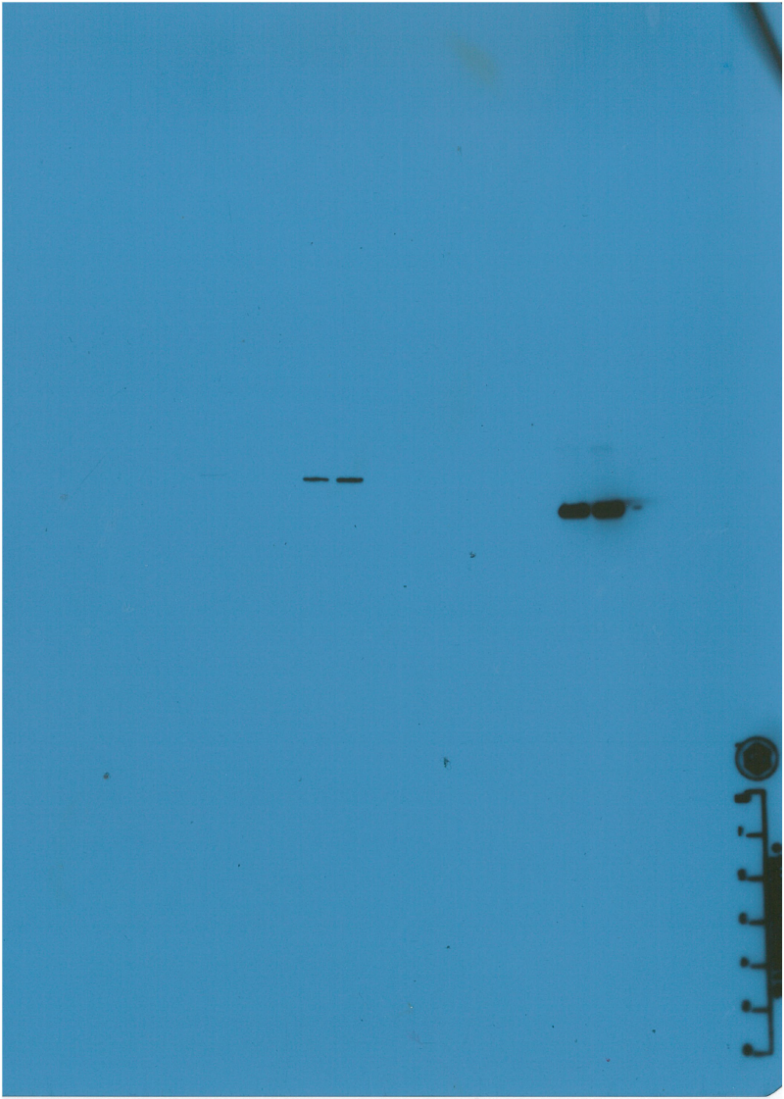

**Supplement:** Supplementary file 1 — Supplementary Dataset 1.

How the deposited data were processed for this re-analysis (not part of the article)

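Gene expression was measured on Mouse Gene 2.0 ST arrays in CD4+CD25+ Treg isolated with magnetic beads from spleen and peripheral lymph nodes, with 3 arrays of HDAC10−/− and 3 of WT Treg, each from an independent sample. The authors normalized the arrays by robust multiarray average in Transcriptome Analysis Console 4.0, and the deposited values are log2 signals with 2 decimals. They were used as they stand for all 34472 probe sets, of which 586 repeat the 6 values of an earlier one. All 6 columns of values were used. A probe set was named only where it has exactly 1 gene symbol, which holds for 23521 of them and 22180 different symbols; of the 236 probe sets called, 91 higher and 32 lower ones have 1 symbol. Of the 23521, 23328 were matched by gene identifier to a RefSeq gene table of the mouse genome, used for synonyms and for the order of genes along the chromosomes. Array data have no read depth, and with 3 arrays per genotype the smallest p-value an exact permutation of the arrays can give is 0.1.

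HDAC10−/− and WT Treg were compared in R 4.3.3 with limma 3.58.1, by a linear model and a two-sided moderated test without an intensity trend and without the robust option (prior degrees of freedom 3.23). P-values were adjusted over all probe sets by the Benjamini-Hochberg method, and probe sets with an adjusted p under 0.1 and a difference over 1.5-fold were counted as higher or lower. Intervals are 95% confidence intervals of the moderated test. Tested on simulated data with 3 arrays per group, limma called 85 of 100 probe sets changed by 1.75-fold and 99 of 100 changed by 2.5-fold, with 4 unchanged probe sets called, and the plain Student t-test with the same adjustment called 48, 89 and 1. The simulation drew each probe set independently from a normal distribution. It held no correlation between genes and no array that stands apart, so these counts are not error rates for the real arrays.

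Of 513 entries in the gene lists, sex genes included, 462 were measured. The sex genes were not tested as a list, which leaves 26 lists. The lists are Treg core, effector Treg, naive T cell, cytotoxic effectors, CD8 and NK cell markers, T helper cytokines, markers of macrophages and monocytes, neutrophils, dendritic cells, B cells, plasma cells, erythroid cells, megakaryocytes and platelets, mast cells with basophils and eosinophils, and stromal and endothelial cells, then cell cycle, histone deacetylases and sirtuins, polyamine metabolism, autophagy and lysosome, DNA mismatch repair, matrix metallopeptidases, glycolysis, oxidative phosphorylation, immediate early and T cell receptor response, interferon response, and neighbours of Hdac10. Each list was tested with camera at a preset correlation between genes of 0.01, on 1 probe set per gene, the one with the highest mean over the 6 arrays, and adjusted over the 26 lists at 0.05. Its genes were also counted at an adjusted p under 0.1 over all probe sets, and adjusted over the list alone.

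The groups, tests, lists, first alternatives and the rule for named genes were set before the data were examined, although the genes of Fig. 4B were known from the paper by then and 5 of them are in the lists of markers and effectors. The rule names the genes the paper gives for the array or the qPCR, the 10 largest rises and the 10 largest falls among called probe sets with 1 symbol and groups that do not overlap, the 2 to 4 genes of each list with the smallest p-value, Nnt, and the histone deacetylases and sirtuins as a group. The alternatives were the plain Student t-test, unadjusted and stricter thresholds, no fold minimum and a test against the fold minimum, an intensity trend with the robust option, array weights, brighter probe sets alone, quantile normalization, median centring, probe sets with 1 symbol, a block for the replicate number, and each array left out in turn. For the lists they were a correlation estimated from the data, fry in place of camera, the mean of all probe sets of a gene, and the lists without the genes of Fig. 4B. The supplementary gene table was not used here.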

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

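The tests on the chromosome of Hdac10, on dilution of its lower genes and on plasma cell markers were chosen only after the result was seen. The results below were singled out because they are signals in genes or lists that the paper does not discuss, although the cytotoxic list holds Gzmb and the macrophage and neutrophil lists hold Lyz2, Vcam1, Mmp8 and Il1b of Fig. 4B.

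Markers of several other cell types were higher in HDAC10−/− Treg, with median log2 fold changes of 0.35 for macrophages and monocytes, 0.46 for neutrophils, 0.28 for dendritic cells, 0.48 for B cells and 0.36 for CD8 T and NK cells. Cells carried over through the magnetic isolation, which has no sort to remove them, may be a source: 70.6% of 17 brighter macrophage and monocyte markers and 57.1% of 7 brighter neutrophil markers, each without the genes of Fig. 4B, had a log2 fold change above 0.2. A lower share of T cells is a further candidate, since the B cell median of 0.48 lies above the bound of 0.1, but it would raise all other cell types alike, and the 6 brighter plasma cell markers had a median of −0.075, a difference of 0.55 from the B cell markers (permutation p = 0.00697 across genes). Of those 6, Xbp1 and Prdm1 are also expressed by Treg, while Jchain, at a mean log2 signal of 10.66 in HDAC10−/− and 10.82 in WT Treg, had −0.17. The permutation treats genes as independent, whereas the B cell markers had an estimated correlation of 0.37. Ighm, the brightest B cell marker, did not rise (−0.13, adjusted p = 0.393 in limma). The erythroid and stromal lists had medians of 0.025 and 0.067. The T cell genes Cd3d, Cd4, Cd5, Cd3e and Cd3g had −0.22 to −0.06, none with an adjusted p under 0.1 in limma. An effect of HDAC10 on the higher markers within Treg stays open as untested. With an estimated correlation, the adjusted p of the macrophage, neutrophil, dendritic cell, B cell and CD8 T and NK cell lists is 0.131 to 0.136 by camera.

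Apobec3 (log2 fold change 1.91) and D730005E14Rik (2.70) lie on the chromosome of Hdac10, where 12 of 844 other genes were called, 1.42%, against 106 of 21294 elsewhere, 0.498% (odds ratio 2.88, Fisher exact p = 0.00184). The 5 higher and 7 lower genes and Hdac10 span 309 genes. Random placement gave a span as short with p = 1e-04, the smallest that the permutations can give. The Fisher test and the random placement treat genes as independent. However, the called genes lie in runs, such as Psca to Ly6a2 (−307 to −290 in gene order from Hdac10) and D730005E14Rik to Rpl3 (−144 to −140). Both p-values may therefore be too small. Rpl3 was counted from its brightest probe set (−1.13), while its others had −0.20 (adjusted p = 0.774) and 0.073 (adjusted p = 0.772) in limma. An effect of the deletion on the genes next to it is argued against as the source of the group of 12, since 8.33% of them (1 of 12, Mapk12) lie within 10 genes of Hdac10. For the nearest genes it stays open. Of 9 measured neighbours, Mapk12 (−0.90), Mapk11 (−0.55) and Tubgcp6 (−0.33) fell at an adjusted p under 0.1 in limma, while 2 had a positive log2 fold change. Dilution by other cells would lower T cell genes as much as the 7 lower genes, which were picked at over 1.5-fold. However, the largest change among 5 T cell genes was −0.22 (Cd3d, 95% confidence interval −0.35 to −0.085), smaller by 0.49 than the smallest fall of the 7. A segment of another mouse strain kept around the deleted allele may explain the 12 called genes, through altered expression or altered probe binding. However, the test was made on the data that raised it, and 1 other chromosome has a share of called genes as high (1.57% against 1.54% with Hdac10 counted). All of the 12 but Mapk12 lie on 1 side of Hdac10, at −307 to −59 in gene order, so Hdac10 is at the edge of their span. The genotype itself is confounded with such a segment, so an effect of HDAC10 on these genes stays open.

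Nnt, which is partly deleted in the C57BL/6J substrain, was higher in HDAC10−/− Treg by a log2 fold change of 0.58 (1.49-fold, 95% confidence interval 0.43 to 0.73, adjusted p = 0.0132 from limma), just under the 1.5-fold minimum. Different substrains may account for this, and the knockout strain is named B6N in the paper. However, 0.58 meets neither the bound of 1.5-fold nor the interval within −0.3 and 0.3 that would have argued against it. A substrain difference and an effect of the deletion cannot be told apart for Nnt, since the design confounds strain with genotype.

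Ngp (log2 fold change 2.18), Adgre4 (1.54), Slc40a1 (1.40), Ifi205 (1.38), Cecr2 (1.35) and Ebf1 (1.18) were among the 10 largest rises. The cell cycle list had a median log2 fold change of 0.25, the mast cell, basophil and eosinophil list 0.15, the cytotoxic list 0.06 and the megakaryocyte and platelet list 0.06, each higher by camera at the preset correlation. These calls ended with the correlation estimated from the data: in the same order, the lists had an adjusted p = 0.136, 0.131, 0.136 and 0.148 with an estimated correlation.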

How the results depend on the processing

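The minimum differences of 40% to 48%, the folds of medians or linear means, 1.5-fold alone, limma at an unadjusted p under 0.1, and the counts without repeated values or without listed markers were chosen only after seeing the data.

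Where a count or call changed, the cause was not tested. Of 146 higher and 90 lower probe sets, the Student t-test with Benjamini-Hochberg adjustment kept 20 and 26, a block for the replicate number gave 96 higher, no fold minimum 431 and 261, a test against 1.5-fold 6 and 11, and probe sets with 1 symbol 33 lower. The replicate numbers do not pair the arrays (r = −0.00316, 0.000632 and −0.0242). Leaving out 1 array gave 68 (without WT replicate 1) to 177 (without HDAC10−/− replicate 1) higher, with 81, 82 and 92 without HDAC10−/− replicate 2, HDAC10−/− replicate 3 and WT replicate 3, and 58 (without HDAC10−/− replicate 2) to 106 lower. Medians alone gave 232 higher; limma at an unadjusted p under 0.1 gave 220, 245, 252, 266, 294 and 333 higher at minimum differences of 48, 46, 45, 44, 42 and 40%, and 139, 154 and 166 lower at the last 3. The trend with the robust option gave 178 and 101, array weights 180 and 98, brighter probe sets 125 and 86, quantile normalization 151 and 88, median centring 134 and 99, FDR under 0.05 111 and 70.

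Single genes were not scored under changed thresholds or the test against 1.5-fold. Gzmb kept its log2 fold change of 0.76 under the Student t-test but not its call (adjusted p = 0.122), and kept the call under the other alternatives scored for single genes. Nnt passed 1.5-fold with quantile normalization (0.61) and without HDAC10−/− replicate 2 (0.59) or WT replicate 3, with 0.55 to 0.62 over single arrays left out. Ctla4 changed sign with array weights (0.0024) and quantile normalization (0.022), and ranged from −0.023 to 0.017 over arrays left out; Tgfb1 ranged from −0.14 to 0.033 and Foxp3 from −0.01 to 0.055, changing sign without HDAC10−/− replicate 2 and HDAC10−/− replicate 1. Of 9 lists higher and 5 lower by camera, 0 and 0 were called with an estimated correlation; lower lists numbered 2 with brighter genes, 3 with quantile normalization, and 3 (without HDAC10−/− replicate 1) to 8 (without HDAC10−/− replicate 3). Of 40 called genes among 126 named, 11 were called under all alternatives scored for single genes. Signal near background limits the dimmer probe sets.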

Differences from the paper's values

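The settings with a fold minimum under 1.5 or without an adjusted p were partly chosen only after seeing the values. Under the paper's stated thresholds of FDR under 0.1 and 1.5-fold, limma gave 146 higher and 90 lower probe sets, and the paper gives 212 and 117, or 0.62% and 0.34% against 0.424% and 0.261% here, each within 1.5 times. The Student t-test named in the paper, at the same thresholds, gave 20 and 26, or 0.0580% and 0.0754%, which is further from the paper's counts than 1.5 times. Of the alternatives set before the data were examined, the trend with the robust option (178 and 101), array weights (180 and 98), quantile normalization (151 and 88), no adjustment of the p-value (limma 191 and 110 at p under 0.05, Student 187 and 105 at p under 0.1 and 178 and 100 at p under 0.05) and the fit without HDAC10−/− replicate 1 (177 and 106) lie within 1.5 times of the paper's 212 and 117 in both directions. Brighter probe sets (125 and 86) and median centring (134 and 99) do so for the lower count alone, and probe sets with 1 symbol (99 and 33), the replicate block (96 and 60), FDR under 0.05 (111 and 70), no fold minimum (431 and 261), the test against 1.5-fold (6 and 11) and the fits without any 1 of the other 5 arrays do so for neither. As percentages of the fewer probe sets tested, brighter probe sets gave 0.726% and 0.499%, both within 1.5 times of the paper's 0.62% and 0.34%, and probe sets with 1 symbol gave 0.421%, within it, and 0.140%, outside it. No setting run gave the paper's counts; the nearest, limma at an unadjusted p under 0.1 and a difference over 48%, chosen after seeing the values, gave 220 and 122 and left out 2 of the 8 genes of Fig. 4B, Il1b and Cdk14.

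Among the genes shown as differentially expressed in Fig. 4B, Il1b (log2 fold change 0.56, adjusted p = 0.158), Cdk14 (0.52, adjusted p = 0.134) and Rdh13 (−0.18, adjusted p = 0.293, for the brighter and 0.94, adjusted p = 0.171, for the dimmer probe set) did not pass limma's adjusted p under 0.1 here, while Hdac10, Gzmb, Vcam1, Lyz2 and Mmp8 did. The dimmer Rdh13 probe set was called with the trend and robust option (adjusted p = 0.0872), with array weights (adjusted p = 0.0743) and without HDAC10−/− replicate 1 (adjusted p = 0.0865). With the trend and robust option, Il1b (adjusted p = 0.0868) and Cdk14 (adjusted p = 0.0751) passed the FDR but not 1.5-fold. The dimmer Rdh13 probe set was also called by 1.5-fold with an unadjusted p under 0.05 from limma or under 0.1 from the Student t-test. In settings chosen after seeing the values it was called by 1.5-fold with an unadjusted p under 0.1 from limma, by 1.5-fold alone and by linear means alone. Of those settings, group medians alone called Il1b, Cdk14 and this probe set, and limma at an unadjusted p under 0.1 called Il1b with a minimum difference of 46% or less and Cdk14 with 42% or less. The colours of Fig. 4B read by eye, about 0.7 for Hdac10 and about 1.1 for Gzmb in Fig. 4B, correspond to ratios of log2 signals, 0.680 and 1.09 here, and ratios of linear signals would be 0.132 and 1.70.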

Other observations

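None of the values in this part rests on a test chosen only after the result was seen. The Usp18 gene of the interferon response fell (log2 fold change −0.31, standard error 0.059, adjusted p = 0.0756 from limma) and the 19 measured genes of its list had a median of −0.11 (adjusted p = 7.1e-05 by camera, adjusted p = 0.134 with an estimated correlation). Il2, among 13 T helper cytokines with a median of −0.15 (adjusted p = 0.00977 by camera, adjusted p = 0.136 with an estimated correlation), fell by 0.35 on the log2 scale (adjusted p = 0.0998 from limma). Of the 9 measured neighbours of Hdac10, Mapk12 (−0.90, adjusted p = 0.0209), Mapk11 (−0.55, adjusted p = 0.0572) and Tubgcp6 (−0.33, adjusted p = 0.0756) fell in limma, with a list median of −0.087 (adjusted p = 0.00351 by camera, adjusted p = 0.134 with an estimated correlation). Usp18, Il2 and Mapk11 did not pass when any 1 array other than HDAC10−/− replicate 1 was left out (adjusted p up to 0.251, 0.294 and 0.187), and Tubgcp6 did not when any 1 array was left out (up to 0.219). Usp18, Il2, Mapk11 and Tubgcp6 did not pass with the t-test or with a replicate block either, and Mapk12 did not with the t-test (adjusted p = 0.152). Adjusted over the list alone, 1 T helper cytokine was higher and 7 lower, and 1 gene of the interferon list and 3 neighbours of Hdac10 were lower.

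Of 11 mast cell, basophil and eosinophil markers, Ccr3 rose (0.82, adjusted p = 0.00909 from limma). Of 8 plasma cell markers, the light chain gene Iglv1 fell (−0.63, adjusted p = 0.0682 from limma), but did not pass when any 1 array other than HDAC10−/− replicate 1 was left out (adjusted p up to 0.201), with the t-test (0.220) or with a replicate block (0.171). Of 18 matrix metallopeptidases and inhibitors Mmp8 alone was called, and of 16 genes of polyamine metabolism Hdac10 alone. None of 14 erythroid markers, 9 megakaryocyte and platelet markers, 16 stromal and endothelial markers or 23 immediate early genes passed an adjusted p under 0.1 in limma; by camera the erythroid list had an adjusted p of 0.905 and the stromal list 0.109. The immediate early list had a median of −0.11 (adjusted p = 0.00975 by camera, adjusted p = 0.401 with an estimated correlation) and the histone deacetylase and sirtuin list −0.07 (adjusted p = 0.0485 by camera, adjusted p = 0.148 with an estimated correlation). The latter list holds the deleted gene Hdac10 itself, and without it the adjusted p is 0.248 by camera. Adjusted over the list alone, 1 plasma cell marker was higher and 3 lower, 4 mast cell, basophil and eosinophil markers and 2 matrix metallopeptidases were higher, 1 gene of polyamine metabolism was lower, and 1 immediate early gene was higher and 4 lower. The erythroid, megakaryocyte and stromal lists had 0 in either direction.

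The sample labels give female mice. In all 6 arrays Xist was at 4.94 to 5.08, at the 25.7th percentile of probe sets, and the Y-linked genes Kdm5d and Uty were at 9.55 to 9.66 and 9.34 to 9.48. The Y-linked Eif2s3y was at 9.15 to 9.20 in HDAC10−/− and 9.71 to 9.78 in WT Treg. By their means, Kdm5d, Uty and Eif2s3y lay at percentiles 88.3, 86.5 and 86.9. Such signals of Y-linked genes, with low Xist, go against the label of female mice for all 6 arrays.

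A mislabelled array was tested on Hdac10: the lowest WT array lay 2.73 on the log2 scale above the highest HDAC10−/− array. The 6 arrays make 10 splits into 3 and 3, too few for a share under 0.05; the real split gave 146 higher and 90 lower probe sets, 1 split for each count, and the highest other gave 0. The groups of 20.8% of probe sets did not overlap, against 10% by chance.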
